# PRC2 represses transcribed genes on the imprinted inactive X chromosome in mice

**DOI:** 10.1186/s13059-017-1211-5

**Published:** 2017-05-03

**Authors:** Emily Maclary, Michael Hinten, Clair Harris, Shriya Sethuraman, Srimonta Gayen, Sundeep Kalantry

**Keywords:** X-inactivation, Polycomb, PRC2, EED, H3K27me3, Imprinting, Trophoblast stem cells

## Abstract

**Background:**

Polycomb repressive complex 2 (PRC2) catalyzes histone H3K27me3, which marks many transcriptionally silent genes throughout the mammalian genome. Although H3K27me3 is associated with silenced gene expression broadly, it remains unclear why some but not other PRC2 target genes require PRC2 and H3K27me3 for silencing.

**Results:**

Here we define the transcriptional and chromatin features that predict which PRC2 target genes require PRC2/H3K27me3 for silencing by interrogating imprinted mouse X-chromosome inactivation. H3K27me3 is enriched at promoters of silenced genes across the inactive X chromosome. To abrogate PRC2 function, we delete the core PRC2 protein EED in F1 hybrid trophoblast stem cells (TSCs), which undergo imprinted inactivation of the paternally inherited X chromosome. *Eed* ^–/–^ TSCs lack H3K27me3 and Xist lncRNA enrichment on the inactive X chromosome. Despite the absence of H3K27me3 and Xist RNA, only a subset of the inactivated X-linked genes is derepressed in *Eed* ^–/–^ TSCs. Unexpectedly, in wild-type (WT) TSCs these genes are transcribed and are enriched for active chromatin hallmarks on the inactive-X, including RNA PolII, H3K27ac, and H3K36me3, but not the bivalent mark H3K4me2. By contrast, PRC2 targets that remain repressed in *Eed* ^–/–^ TSCs are depleted for active chromatin characteristics in WT TSCs.

**Conclusions:**

A comparative analysis of transcriptional and chromatin features of inactive X-linked genes in WT and *Eed* ^–/–^ TSCs suggests that PRC2 acts as a brake to prevent induction of transcribed genes on the inactive X chromosome, a mode of PRC2 function that may apply broadly.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-017-1211-5) contains supplementary material, which is available to authorized users.

## Background

Post-translational modifications of histones in chromatin are postulated to transmit transcriptional states across cell division [1–3]. Histone H3 trimethylated at lysine 27 (H3K27me3) constitutes a key chromatin modification that is associated with silenced gene expression. H3K27me3 is catalyzed by the Polycomb repressive complex 2 (PRC2), a large evolutionarily conserved multimeric protein complex [4–7]. In mammals, PRC2 and H3K27me3 are implicated in many physiological processes, including pluripotency, differentiation, tumorigenesis, and X-chromosome inactivation [1, 8, 9].

Mammalian PRC2 consists of the core components EZH2, EED, SUZ12, and RBAP48. EZH2 is the enzymatic subunit of PRC2 that catalyzes H3K27me3 [4–7]. EED is required for the stability of PRC2; in *Eed* ^–/–^ cells, EZH2 protein levels are significantly reduced and H3K27me3 is ablated [10]. EED also functions to propagate H3K27me3 at target loci. EED binds to pre-deposited H3K27me3 in S-phase and in turn stimulates EZH2 to catalyze H3K27me3 on newly deposited histones [11, 12]. Thus, EED is required for PRC2 stability, recruitment, and H3K27me3 catalysis.

X-chromosome inactivation has provided essential insights into PRC2 function [8, 13, 14]. X-inactivation is an evolutionarily conserved process that equalizes X-linked gene dosage between *XX* females and *XY* males through the epigenetic silencing of genes on one of the two X chromosomes in females [15, 16]. Two different forms of X-inactivation characterize the early mouse embryo. The initial form is imprinted X-inactivation, in which all cells of the female preimplantation embryo inactivate the paternally inherited X chromosome [17–19]. In later stage embryos, imprinted inactivation of the paternal-X is maintained in the trophectoderm and primitive-endoderm derivatives in the placenta and the yolk-sac, respectively [20, 21]. The epiblast progenitor cells that give rise to the embryo proper, on the other hand, reactivate the paternal-X and subsequently randomly inactivate either the paternal or the maternal X chromosome [17, 22, 23].

At the onset of both imprinted and random X-inactivation, the core PRC2 proteins and H3K27me3 are enriched at transcriptional start sites (TSSs) of genes across the inactive X chromosome [24–27]. PRC2 is proposed to be recruited to the inactive X chromosome, either directly or indirectly, by the Xist long non-coding (lnc) RNA [28–30], which is transcribed only from the inactive X chromosome and is necessary for stable X-inactivation [31–33]. By virtue of its early enrichment on the inactive-X and its gene silencing function, PRC2 is thought to be essential for X-inactivation [26, 27]. In agreement, the extra-embryonic tissues in female *Eed* ^–/–^ mouse embryos and differentiating *Eed* ^–/–^ trophoblast stem cells (TSCs) display defects in imprinted X-inactivation [27, 34, 35]. Although PRC2 and H3K27me3 are enriched at silenced genes across the inactive X chromosome, it remains unclear if some or all genes on the inactive-X require PRC2 for silencing.

In this study, we generated F1 hybrid wild-type (WT) and *Eed* ^–/–^ TSC lines harboring polymorphic X chromosomes, thus enabling a comprehensive analysis of gene expression and chromatin states on the inactive X chromosome. *Eed* ^–/–^ TSCs lack H3K27me3 and Xist RNA expression and coating. Despite the absence of H3K27me3 and Xist RNA coating, however, we find that fewer than one-fifth of the X-linked genes are significantly derepressed from the inactive paternal X chromosome in *Eed* ^–/–^ TSCs. Profiles of the X-chromosome transcriptome, conformation, and evolutionary history coupled with the assessment of DNAseI hypersensitivity, RNA PolII occupancy, and a panel of histone modifications demonstrate that the genes that are derepressed in *Eed* ^–/–^ TSCs are unexpectedly transcribed and are enriched for select hallmarks of open chromatin on the imprinted inactive X chromosome in WT TSCs. X-linked genes that are stringently silenced in WT TSCs, however, are refractory to the loss of EED, H3K27me3, and Xist RNA, and remain repressed in *Eed* ^–/–^ TSCs. Thus, transcriptional activity predicts which genes on the imprinted inactive X chromosome require PRC2 for silencing.

## Results

### Loss of H3K27me3 enrichment and Xist RNA coating on the inactive X chromosome in *Eed*^–/–^ TSCs

We generated an F1 hybrid female *Eed* ^fl/fl^ TSC line from a conditionally mutant *Eed* mouse strain in which an exon encoding part of one of the evolutionarily conserved WD40 repeats (WD3) is flanked by *loxP* sequences (Fig. 1a). EED WD40 domains have been shown to be necessary for EED to interact with EZH2, the PRC2 enzyme [36]. Therefore, a perturbation of the WD40 motifs in TSCs is predicted to disrupt essential PRC2 interactions and function, effectively creating a null mutation. We subsequently isolated three *Eed* ^–/–^ TSC subclones by transducing *Eed* ^fl/fl^ TSCs with a Cre recombinase-expressing adenovirus (Fig. 1a). RNA sequencing (RNA-seq) confirmed loss of *Eed* exon 7 and a reduction in Eed messenger RNA (mRNA) level in *Eed* ^–/–^ TSC lines (Fig. 1b).

**Fig. 1:**
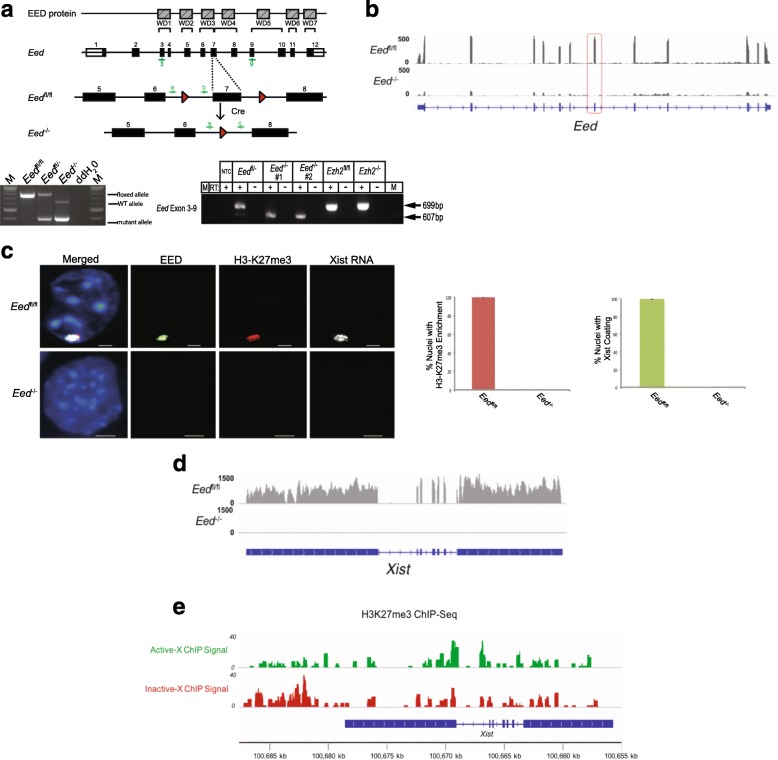
Absence of H3K27me3 enrichment and Xist RNA coating on the inactive X chromosome in *Eed* ^–/–^ TSCs. **a** *Top*, *diagram* of conditional *Eed* mutation. *Bottom left*, *gel image* of genotyping PCR. *Bottom right*, RT-PCR detection of *Eed* RNA in *Eed* ^fl/–^, *Eed* ^–/–^, and *Eed* ^+/+^ samples. The location of PCR and RT-PCR primers are depicted in the diagram above in *blue* and *green*, respectively. **b** Loss of *Eed* exon 7 and reduction of mRNA in *Eed* ^–/–^ line by RNA-seq. **c** Detection of EED (*green*) and H3K27me3 (*red*) by immunofluorescence (IF) and Xist RNA (*white*) by RNA FISH in *Eed* ^fl/fl^ and *Eed* ^–/–^ TSCs. Nuclei are stained *blue* with DAPI. Scale bar, 2 μm. *Right*, quantifications of numbers of nuclei with H3K27me3 enrichment and Xist RNA coating in *Eed* ^fl/fl^ and *Eed* ^–/–^ TSCs. **d** Absence of Xist RNA expression in *Eed* ^–/–^ TSCs by RNA-seq. **e** Enrichment of H3K27me3 at Xist promoter region on the inactive paternal-X in WT TSCs

We assessed enrichment of EED protein and H3K27me3 on the inactive X chromosome in *Eed* ^fl/fl^ and *Eed* ^–/–^ TSC lines by immunofluorescence (IF). In the same cells, we also evaluated Xist RNA expression and localization by fluorescent in situ hybridization (FISH), since Xist RNA accumulation marks the inactive X chromosome [37, 38]. As expected, EED and H3K27me3 were enriched on the Xist RNA-coated inactive paternal X chromosome in *Eed* ^fl/fl^ cells. *Eed* ^–/–^ TSCs, by contrast, lacked EED and H3K27me3 enrichment as well as Xist RNA coating (Fig. 1c, Additional file 1: Figures S1a, b). 

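Xist, the long noncoding RNA that coats the inactive X chromosome, was abundant in the RNA-seq reads of all 4 WT TSC lines (3 Eed+/+ lines and the Eedfl/fl line) and scarce in the 3 Eed-/- lines. Reads that overlap SNPs between the 129/S1 maternal X and the JF1/Ms paternal X were counted within the gene, which lies on chromosome X of mm9 from 100655712 to 100678572. Scaled to the X-linked SNP-overlapping reads of each line, Xist had 108104 ± 26762 CPM (SD, n = 4) in the WT lines and 471 ± 271 CPM (SD, n = 3) in the Eed-/- lines, a 230-fold difference between the means. Every WT line was above every Eed-/- line, and the lowest WT line, Eed+/+ 3, held 115 times the level of the highest Eed-/- line, Eed-/- 3 (exact permutation test, two-sided, p = 0.0571, the smallest p that 4 lines against 3 allow). In reads, Xist had 58775 to 80232 in the Eed+/+ lines, 19193 in the smaller Eedfl/fl library, and 199, 69 and 270 in Eed-/- 1, 2 and 3. These counts hold reads of both strands, and 189, 47 and 267 of the reads in Eed-/- 1, 2 and 3 lie on the strand of Xist.

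The few reads left on the strand of Xist in Eed-/- lines came from both alleles. The 129/S1 allele, on the active X, made up 34.4% of these reads in Eed-/- 1 (95% Wilson interval 28.0 to 41.4), 17.0% in Eed-/- 2 (8.89 to 30.1) and 31.5% in Eed-/- 3 (26.2 to 37.3). The same allele made up 0.641% in Eedfl/fl (upper limit 0.764) and less than that in each Eed+/+ line. Intervals cover counting error only, here and elsewhere, because copies of a molecule made by PCR count as separate reads.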

RNA-seq and quantitative reverse transcription polymerase chain reaction (RT-PCR) demonstrated that Xist RNA expression was absent in *Eed* ^–/–^ TSCs (Fig. 1d, Additional file 1: Figure S1c). Expression of Tsix RNA, the antisense regulator of *Xist*, varies between cell lines but is not altered by EED loss (Additional file 1: Figure S1c). Thus, loss of EED in TSCs results in the corresponding loss of H3K27me3 and Xist RNA coating of the paternal X chromosome that is subject to imprinted X-inactivation, consistent with previous data [35].

The loss of Xist RNA coating in the *Eed* ^–/–^ TSCs suggests a role for H3K27me3 in inducing Xist. H3K27me3 transiently accumulates at the *Xist* locus at the onset of Xist expression in differentiating female embryonic stem cells (ESCs) [28]. To examine deposition of H3K27me3 at the Xist promoter on the inactive-X in TSCs, we interrogated allele-specific H3K27me3 chromatin immunoprecipitation sequencing (ChIP-seq) data from F1 hybrid WT TSCs [39]. H3K27me3 is in fact enriched upstream of the *Xist* TSS on the inactive paternal X chromosome in TSCs (Fig. 1e, Additional file 1: Figure S1d).

### RNA FISH reveals limited derepression of X-linked genes in *Eed*^–/–^ TSCs

To test whether X-inactivation is compromised in *Eed* ^–/–^ TSCs, we assayed the expression of four X-linked genes subject to X-inactivation, *Atrx*, *Rnf12*, *Pdha1*, and *Pgk1*, by RNA FISH. Both the parental *Eed* ^fl/fl^ TSC line and the three derived *Eed* ^–/–^ female TSC lines displayed monoallelic expression of *Atrx*, *Rnf12*, and *Pdha1* (Fig. 2). In *Eed* ^–/–^ TSCs, all three genes appeared to be silenced on one allele, presumptively on the inactive-X, despite the absence of H3K27me3 and Xist RNA coating. The fourth X-linked gene, *Pgk1*, however, was monoallelically expressed in *Eed* ^fl/fl^ TSCs but biallelically expressed in *Eed* ^–/–^ TSCs (Fig. 2). To validate these data, we generated an independent *Eed* ^–/–^ TSC line from a non-F1 hybrid *Eed* ^fl/fl^ TSC line harboring an inducibly expressed *Cre* transgene (*Cre-ERT2*). This *Eed* ^–/–^ TSC line also lacked Xist RNA expression and coating and also displayed monoallelic expression of *Atrx*, *Rnf12*, and *Pdha1* but biallelic expression of *Pgk1* (Additional file 1: Figure S1e). Together, these results imply that some genes, but not others, are subject to derepression on the paternal X chromosome in *Eed* ^–/–^ TSCs.

**Fig. 2:**
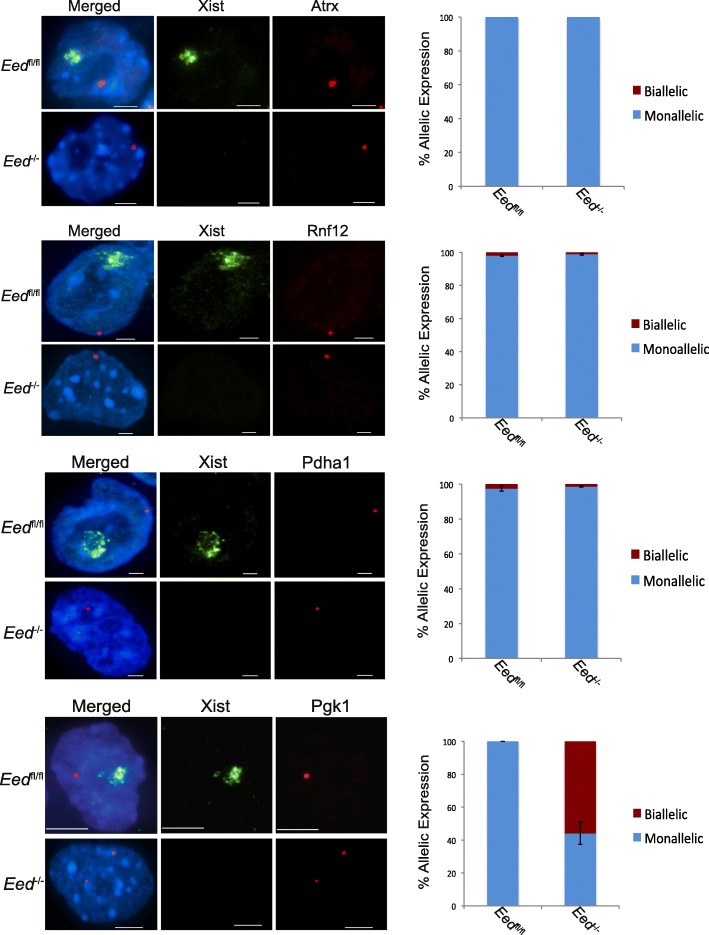
RNA FISH analysis of X-linked gene expression in *Eed* ^–/–^ TSCs. *Left*, RNA FISH detection of Xist RNA coating (*green*) and RNAs of four X-linked gene (*Atrx*, *Rnf12*, *Pdha1*, and *Pgk1*, *red*) in *Eed* ^fl/fl^ and *Eed* ^–/–^ TSCs. Nuclei are stained *blue* with DAPI. Scale bar, 2 μm. *Right*, quantifications of the RNA FISH data. Whereas *Atrx*, *Rnf12*, and *Pdha1* remain silenced in *Eed* ^–/–^ TSCs, *Pgk1* is derepressed from the inactive-X in the absence of EED. Three technical replicates of the *Eed* ^fl/fl^ TSC line and three different *Eed* ^–/–^ TSC lines were stained; 100 nuclei counted/gene/TSC sample

### X-chromosome-wide identification of derepressed genes in *Eed*^*–/–*^ TSCs

To comprehensively identify inactive X-linked genes that are derepressed in *Eed* ^–/–^ TSCs, we performed RNA-seq on the F1 hybrid control *Eed* ^*+/+*^ and *Eed* ^fl/fl^ (both classified as WT genotype hereafter) and test *Eed* ^–/–^ female TSCs. 

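The RNA-seq data cover 7 female TSC lines, with 1 library each. The 4 WT lines are 3 Eed+/+ lines and Eedfl/fl, in which Eed is intact but can be deleted, and the 3 Eed-/- lines were derived from Eedfl/fl. The paper describes these 3 as subclones, so n = 3 counts clones of 1 parent line. The tests treat the clones as replicates, and their p-values do not measure the spread between independently derived Eed-/- lines. In every line the maternal, active X comes from 129/S1 mice and the paternal, inactive X from JF1/Ms mice. Eed itself lies on an autosome, and the authors' read lists hold chromosome X alone, so its own transcript was not measured here.

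The authors purified poly(A) RNA, made strand-specific libraries, and mapped the reads with STAR 2.3.0e, allowing no mismatch, to in silico 129/S1 and JF1/Ms genomes built on mm9. They excluded reads that mapped to several places and listed each X-linked read that overlaps a SNP, with the strain to which it was assigned. The deposited values are therefore raw reads, with no normalization. Eed+/+ 1, 2 and 3 held 570067, 583083 and 700174 such reads, Eedfl/fl 216528, and Eed-/- 1, 2 and 3 held 402795, 364570 and 370136. With the reads of Xist left out, JF1/Ms reads made up 8.99%, 3.00% and 6.74% of the rest in Eed+/+ 1, 2 and 3, 8.18% in Eedfl/fl, and 27.8%, 27.5% and 25.9% in Eed-/- 1, 2 and 3.

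Percent paternal-X expression of a gene was computed as the paper describes. At each SNP site with at least 10 reads in a line, the share of JF1/Ms reads was taken, and the shares were averaged over the sites within the gene as listed in Table S2. The tests used the SNP counts summed over the gene for each allele. A shift between the alleles was tested with edgeR's quasi-likelihood test of the interaction of allele and Eed-/- genotype, with a coefficient for each line, and is given as a log2 ratio of paternal to maternal counts in Eed-/- over that in WT. The level of each allele was tested with edgeR on the counts of that allele, scaled by the line's total and by TMM factors. All tests used Benjamini-Hochberg adjustment over 331 genes and a threshold of 0.1, the FDR the paper states.

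The read names place the 3 Eed+/+ libraries in 2 lanes of a flow cell, and Eedfl/fl and the 3 Eed-/- libraries in a single lane of another. A difference between Eed+/+ and Eed-/- lines can therefore not be told apart from one between sequencing runs, and the comparison of Eed-/- with Eedfl/fl is the one within a lane. The Eedfl/fl reads come from 53 of the 96 tiles that the Eed-/- reads of that lane cover. Line numbers are those of the deposited labels, which do not follow the columns of Table S2. Over 331 genes, Eed+/+ 1 was closest to the paper's Eed+/+ 3 (mean absolute difference 0.775 points, against 6.73 from the paper's Eed+/+ 1). Eed+/+ 2 was closest to the paper's Eed+/+ 1 (0.773 points) and Eed+/+ 3 to the paper's Eed+/+ 2 (1.02 points). Eed-/- 1, 2 and 3 were closest to the paper's Eed-/- 2, 3 and 1 (1.05, 1.03 and 1.00 points), and Eedfl/fl to the paper's Eedfl/fl (1.49 points).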

The polymorphic X chromosomes in the hybrid TSCs allowed for allele-specific analysis of X-linked gene expression. Whereas the maternal X chromosome was derived from the *Mus musculus* 129/S1 mouse strain, the paternal-X originated from the *Mus molossinus* JF1/Ms strain. The genomes of the 129/S1 and JF1/Ms strains are highly divergent and contain many defined single nucleotide polymorphisms (SNPs) [40–42]. Since TSCs undergo imprinted X-inactivation [43], the 129/S1-derived maternal X chromosome is the active-X and the JF1/Ms-derived paternal X chromosome is the inactive-X. We were thus able to exploit the strain-specific SNPs to profile expression of genes across the active and inactive X chromosomes (see details in “Methods”). From the RefSeq mm9 genome annotation, 89% of the non-redundant set of X-linked genes contained at least one SNP (Fig. 3a). For all SNP sites with ≥ 10X read coverage, we calculated the percent paternal-X expression based on the fraction of SNP-overlapping reads that mapped to the paternal (JF1/Ms) versus the maternal (129/S1) allele (see details in “Methods” and example in Additional file 1: Figure S2). We then averaged percent paternal allele expression at all SNP sites that reached the 10X read coverage threshold within a given X-linked gene, to calculate the percent inactive-X expression of individual genes.

**Fig. 3:**
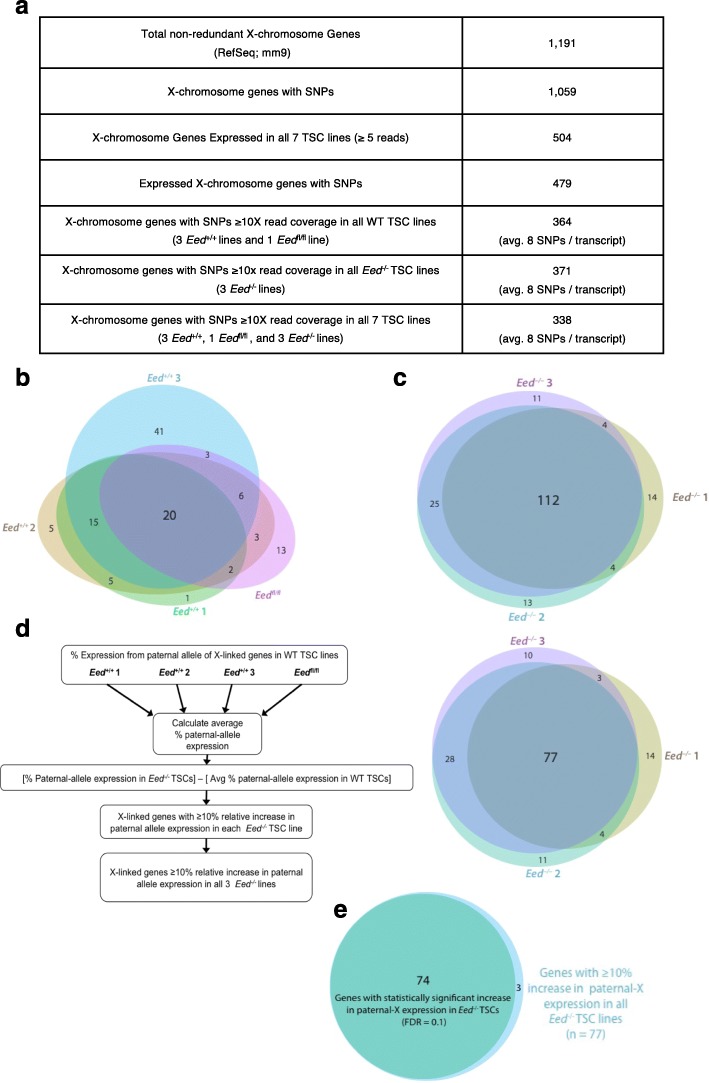
Identification and characterization of paternal-X expression in *Eed* ^*+/+*^, *Eed* ^fl/fl^, and *Eed* ^–/–^ TSCs. **a** Summary of allele-specific RNA-seq analysis of X-linked genes. **b**, **c** Euler diagrams assessing expression from the paternal X chromosome totaling ≥ 10% of total expression in three WT *Eed* ^*+/+*^ TSC lines and one WT *Eed* ^fl/fl^ TSC line (**b**) and in three *Eed* ^–/–^ TSC lines (**c**). **d** Comparison of percent paternal-X expression in *Eed* ^–/–^ TSC lines compared with WT TSC lines. Percent paternal-X expression for individual *Eed* ^–/–^ TSC lines was compared with the average percent paternal-X expression in WT TSC lines (*left*). **e** Identification of genes with statistically significant difference in percent paternal-X expression in *Eed* ^–/–^ TSCs compared with WT TSCs. Percent paternal-X expression in the four WT TSC lines and three *Eed* ^–/–^ TSC lines was compared by T-test for the 77 genes that display a consistent increase in paternal-X expression in *Eed* ^–/–^ TSC lines. Of these, 74 genes are statistically significantly increased in paternal-X expression in *Eed* ^–/–^ TSC lines, following Benjamini–Hochberg correction of the *p* values for multiple testing (FDR = 0.1)

We uncovered 364 and 371 X-linked genes in the four WT TSC lines and three *Eed* ^–/–^ TSC lines, respectively, that satisfied the 10X coverage threshold at SNP sites (Fig. 3a; Additional file 2: Table S1; Additional file 3: Table S2). A common set of 338 genes reached the coverage threshold at SNP sites in all seven WT and *Eed* ^–/–^ TSC lines. In all seven datasets, most transcripts harbored multiple SNPs reaching the 10X coverage threshold, with an average of eight SNPs per transcript (Fig. 3a). 

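The number of SNP sites behind a value differed from gene to gene. Mid1, which encodes a microtubule-associated ubiquitin ligase, had 69 to 110 covered sites in a line, and Hdac6, a cytoplasmic deacetylase of tubulin, had 23 to 23. Atrx, a chromatin remodeller, had 13 in every line, and the glycolytic enzyme gene Pgk1 had 2. A site had to be covered by 10 reads in the line, and 346 genes had such a site in all 4 WT lines, 367 in all 3 Eed-/- lines and 331 in all 7 lines. The 331 genes had 8.74 covered sites per line on average (median 6), and 51 of them had a single covered site in at least 1 line. Mid1 was chosen as an example after its values were seen.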

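Pgk1, which encodes the glycolytic enzyme phosphoglycerate kinase, was expressed almost equally from the maternal and paternal X in Eed-/- TSCs. Its paternal-X expression was 3.52% ± 4.90 (SD, n = 4) of the total in WT lines and 48.6% ± 4.64 (SD, n = 3) in Eed-/- lines, and rose by a log2 ratio of 6.83 (standard error 1.71, adjusted p = 0.0544, edgeR). The gene lies on chromosome X from 103382463 to 103399038. Atrx, a chromatin remodeller, Rnf12, the ubiquitin ligase that activates Xist, and Pdha1, a subunit of pyruvate dehydrogenase, did not pass the test. Atrx was at 3.69% ± 4.24 in WT and 6.98% ± 0.408 in Eed-/- lines (adjusted p = 0.420, edgeR), and Rnf12 at 1.59% ± 2.56 in WT and 3.47% ± 0.960 in Eed-/- lines (adjusted p = 0.214, edgeR). Pdha1 was at 5.89% ± 4.11 in WT and 0.713% ± 0.497 in Eed-/- lines (adjusted p = 0.111, edgeR). Adjusted over the list alone, Pgk1 and Pdha1 passed, the latter towards the maternal allele. Without the 4 SNPs of Pdha1 that also lie in Map3k15, Pdha1 was at 3.38% ± 5.55 in WT and 0.587% ± 0.350 in Eed-/- lines (adjusted p = 0.935, edgeR). At 1 of these SNPs, position 156560996, lie 132 of its 138 JF1/Ms counts in Eed+/+ 2 and 137 of 143 in Eed+/+ 3. The study assayed these 4 genes by RNA FISH in Eedfl/fl and the Eed-/- lines, and in a separate non-hybrid Eed-/- line. Their direction here comes from the same F1 hybrid lines and is not independent evidence.

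The Atrx value in Eedfl/fl and Eed-/- lines rests on 1 of its 13 SNP sites, at position 103026235. JF1/Ms reads there made up 97.3% in Eedfl/fl and 91.3%, 94.4% and 85.2% in Eed-/- 1, 2 and 3, against 5.95%, 0% and 0% in Eed+/+ 1, 2 and 3.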

The RNA-seq data recapitulated the expression patterns of the X-linked genes surveyed by RNA FISH in Fig. 2 (Additional file 2: Table S1).

Genes with ≥ 10% of total expression from the paternal X chromosome have previously been classified as X-inactivation escapees [44–47]. Using this threshold, 20 of the 364 expressed X-linked genes (5%) escaped X-inactivation in all four WT TSC lines (Fig. 3b). This set included genes previously shown to escape X-inactivation such as *Kdm5c* and *Eif2s3x* [39, 44, 47, 48]. Also included are genes that escape X-inactivation in TSCs but not in other tissues, such as *Yipf6* [39]. 

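In every WT line, 17 of the 346 covered genes (4.91%) had at least 10% of their expression from the paternal X. Xist, transcribed from the inactive X, stood at 99.1% ± 0.782 (SD, n = 4). The others were B230206F22Rik, the noncoding gene Ftx beside Xist, at 29.6% ± 12.3 (SD, n = 4), Mid1 at 21.1% ± 3.32 (SD, n = 4), Bex2 at 30.5% ± 7.50 (SD, n = 4), and Gpkow, Dynlt3, LOC100503459, Rhox4c, Cul4b, Dusp9, Gdi1, Eif2s3x, Yipf6, 5530601H04Rik, Atp7a, Armcx1 and Kdm5c.

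Of 12 genes that escape X-inactivation in other tissues, Kdm5c, Eif2s3x, Mid1, 5530601H04Rik, B230206F22Rik and Xist were among the 17. These 12 are 1 of the gene lists fixed before the deposited reads were examined, but after the paper's supplementary values were seen. The histone demethylase gene Kdm6a was at 6.90% ± 6.63 (SD, n = 4), the RNA helicase gene Ddx3x at 5.14% ± 5.23 (SD, n = 4), the mitochondrial carbonic anhydrase gene Car5b at 3.85% ± 2.65 (SD, n = 4), and Bgn, which encodes a matrix proteoglycan, at 0.0219% ± 0.0153 (SD, n = 4). Without Eedfl/fl, 32 genes passed, the 17 included, and with the median in place of the mean over a gene's SNP sites, 11 passed.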

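Eif2s3x, which encodes a subunit of a translation initiation factor, had 38.4% ± 4.47 (SD, n = 4) paternal-X expression in WT lines. Yipf6, a Golgi membrane protein gene, was at 27.2% ± 11.4 (SD, n = 4), and Kdm5c, a histone demethylase gene, at 18.0% ± 3.86 (SD, n = 4). On chromosome X of mm9, Eif2s3x lies from 91434048 to 91457990, Yipf6 from 96133120 to 96144360 and Kdm5c from 148667773 to 148708897. The values rest on 2 to 2 SNP sites of Eif2s3x, 32 to 45 of Yipf6 and 11 to 11 of Kdm5c in a line.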

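Dusp9, a phosphatase of MAP kinases, had 51.1% ± 1.48 (SD, n = 4) paternal-X expression in the WT lines, and the copper transporter gene Atp7a had 13.9% ± 3.44 (SD, n = 4). Dusp9 lies on chromosome X from 70884780 to 70888853, and Atp7a from 103222615 to 103323499. Dusp9 had 4 covered SNP sites, and at 2 of them, positions 70885900 and 70885968, JF1/Ms reads made up 99.5% to 100% in all 7 lines, Eed-/- lines included. Outside Xist, 8 SNP sites showed over 90% JF1/Ms reads in every WT line, and the other 6 lie in Dynlt3, LOC100503459, Rhox4c, Cul4b, Gdi1 and Wnk3-ps. With these 8 sites left out, 12 genes had at least 10% paternal-X expression in every WT line, all of them among the 17.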

An additional 12 genes not previously reported to escape X-inactivation displayed ≥ 10% of total expression from the paternal X chromosome in the WT TSC lines; these unique escapers include genes such as *Dusp9* and *Atp7a* (see Additional file 3: Table S2 for complete list). Cell type-specific and strain-specific differences may explain why these genes have previously not been identified as escapees.

We next interrogated allele-specific X-linked gene expression in *Eed* ^–/–^ TSCs. The distribution of paternal-X expression for SNP-containing genes in *Eed* ^–/–^ TSCs differs from those of WT TSC lines. Compared with the WT TSCs, a substantially higher number of genes showed ≥ 10% paternal allele expression in all three *Eed* ^–/–^ TSCs (112/371 or 30%) (Fig. 3c; see also Additional file 1: Figure S3 and Additional file 3: Table S2). 

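In the Eed-/- lines, 112 of 367 covered genes (30.5%) had at least 10% paternal-X expression in every line. Genes at 10% or more were also more numerous in each Eed-/- line than in any WT line. Among the 331 genes covered in all lines there were 134, 129 and 114 in Eed-/- 1, 2 and 3, against 42 in Eedfl/fl, which shares their lane, and 86, 39 and 47 in Eed+/+ 1, 2 and 3. Most other genes stayed low in Eed-/- lines, so that 145, 128 and 163 of the 331 were under 1% in Eed-/- 1, 2 and 3. The median gene was at 3.13%, 2.85% and 1.20% in Eed-/- 1, 2 and 3. It was at 0.976% in Eedfl/fl and at 0.232% and 0.197% in Eed+/+ 2 and 3, while in Eed+/+ 1 it was at 6.51%, above all other lines.

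**Figure D1:**
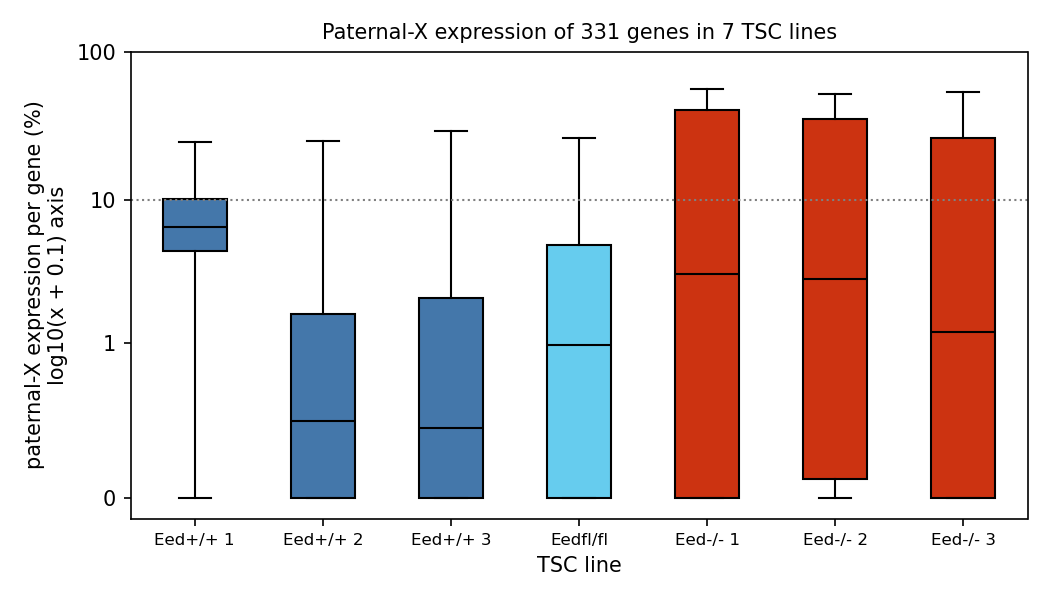
Paternal-X expression of 331 genes in each of the 7 TSC lines, as percent of the total on a log scale with 0.1 added. Boxes span the quartiles with the median as a line, whiskers the range from 5% to 95% of the genes, and the dotted line marks 10%. The upper quartiles of the 3 Eed-/- lines lie above 10%, at 40.2%, 35.0% and 26.0%, and that of Eed+/+ 1 at 10.2%, while the boxes of Eed+/+ 2, Eed+/+ 3 and Eedfl/fl lie below it. The median of Eed+/+ 1 is the highest of the 7.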

Contained within this subset are 18 of the 20 genes that escape X-inactivation in the four WT TSCs. 

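Of the 17 genes at 10% or more in every WT line, 15 were also at 10% or more in every Eed-/- line. The other 2 were Xist and Armcx1, which encodes an armadillo-repeat protein. Xist had no covered SNP site in Eed-/- 2, and its covered sites averaged 59.9% paternal in Eed-/- 1 (6 sites) and 67.5% in Eed-/- 3 (9 sites). Armcx1 was covered in all 3 lines, at 90%, 23.6% and 0% in Eed-/- 1, 2 and 3, and in at least 1 line this rests on a single SNP site. Among the 15, Dynlt3, LOC100503459, Cul4b, Dusp9 and Gdi1 have SNP sites with over 90% JF1/Ms reads in every WT and every Eed-/- line. For these genes the overlap rests at least partly on such sites.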

The two escapees unique to WT TSCs do not reach the required 10X depth of coverage at SNP sites in *Eed* ^–/–^ TSCs, but are nevertheless expressed from the paternal-X in the mutant cells (Additional file 3: Table S2). An additional 94 genes that are subject to X-inactivation in the WT TSCs were expressed from the paternal X chromosome in the three *Eed* ^–/–^ TSCs. 

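Beyond the WT escapees, 97 genes had at least 10% paternal-X expression in every Eed-/- line, and 82 of these were covered in every WT line. Med12, a subunit of the Mediator complex, went from 1.48% ± 2.22 (SD, n = 4) in WT to 46.2% ± 7.83 (SD, n = 3) in Eed-/- lines. Wdr13, a WD-repeat protein gene, was at 2.16% ± 2.50 in WT and 46.3% ± 2.39 in Eed-/- lines. Uba1, which encodes the enzyme that activates ubiquitin, was at 4.15% ± 3.51 in WT and 40.8% ± 1.50 in Eed-/- lines. Phf16, a PHD finger gene, was at 1.87% ± 2.38 in WT and 44.2% ± 1.29 in Eed-/- lines, and Zmym3, a zinc finger gene, at 1.40% ± 2.56 in WT and 46.4% ± 1.22 in Eed-/- lines. All 5 genes passed the allelic shift test towards the paternal allele (adjusted p = 0.0649, 0.0684, 0.0453, 0.0453 and 0.0544, edgeR).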

Overall, the percentage of expressed paternal X-linked genes was much higher in *Eed* ^–/–^ TSCs (30%) compared with WT TSCs (5%).

We next calculated the extent of change in expression of paternal X-linked genes in *Eed* ^–/–^ versus WT TSCs. We compared the ratio of paternal to total (paternal + maternal) allelic expression for the common set of 338 X-linked genes with ≥ 10X SNP-overlapping read coverage in the three *Eed* ^–/–^ TSC lines to the percent paternal allele expression averaged across the four WT TSC lines (Fig. 3d). Applying the threshold used to delineate X-inactivation escapees in WT TSCs, we defined X-linked genes whose relative paternal allele expression increased by ≥ 10% in *Eed* ^–/–^ TSCs compared with the average percent paternal allele expression in WT TSCs as candidates that are derepressed from the inactive X chromosome in the absence of EED. A total of 77 of the 338 genes, or 23%, reached this threshold. 

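Of the 331 genes, 76 (23.0%) were at least 10 points higher in every Eed-/- line than the WT mean. They came from several of the gene lists. Of 12 placental and homeobox genes 5 were higher by this measure, of 30 chromatin regulators 9, of 23 genes of RNA splicing and processing 6, and of 11 known escapees 4. Of 28 genes of mitochondria and energy metabolism 2 were higher, of 3 ribosomal protein genes 1, and of 8 fibroblast markers on the X, which feeder cells would express, 0. Rhox6 and Rhox9, homeobox genes expressed in the placenta, were at 4.23% ± 2.79 in WT and 48.5% ± 6.40 in Eed-/- lines and at 4.36% ± 3.04 in WT and 50.6% ± 7.28 in Eed-/- lines, respectively. Timm17b, a subunit of the mitochondrial import machinery, was at 3.25% ± 2.92 in WT and 40.2% ± 4.16 in Eed-/- lines, and Ftsj1, an RNA methyltransferase gene, at 2.04% ± 3.15 in WT and 39.6% ± 3.07 in Eed-/- lines. Against Eedfl/fl alone, the line of the same lane, 73 genes were higher, 70 of them among the 76.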

Seventy-two of the 77 genes are subject to X-inactivation in WT TSCs. 

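Of the 76 genes, 71 were below 10% in at least 1 WT line and 5 were escapees. The 5 are Gpkow, Eif2s3x, Yipf6, 5530601H04Rik and Kdm5c. Gpkow, which encodes a protein of the spliceosome, rose from 16.8% ± 4.37 (SD, n = 4) paternal-X expression in WT to 64.1% ± 0.736 (SD, n = 3) in Eed-/- lines (log2 ratio of 3.09, standard error 0.87, adjusted p = 0.0610, edgeR). In Eed-/- lines Eif2s3x was at 61.2% ± 1.55 (SD, n = 3), Yipf6 at 43.5% ± 3.59 (SD, n = 3) and Kdm5c at 41.6% ± 4.55 (SD, n = 3). The noncoding gene 5530601H04Rik, named because it completes the 5, was at 23.3% ± 6.13 in WT and 48.4% ± 5.80 in Eed-/- lines. These 4 did not pass the allelic shift test (adjusted p = 0.277, 0.321, 0.214 and 0.404, edgeR). With limma on the shares, Eif2s3x and Kdm5c passed (adjusted p = 0.00262 and 0.00310), while Yipf6 did not (adjusted p = 0.149).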

The remaining five genes escaped X-inactivation in the WT TSCs, but were nevertheless increased by ≥ 10% from the paternal allele in *Eed* ^–/–^ TSCs. Of the set of 77 genes that demonstrated an increase in expression from the paternal-X in all three *Eed* ^–/–^ TSC lines, 74 displayed a statistically significant difference between the proportion of paternal-X expression in *Eed* ^–/–^ TSC lines versus the control WT TSC lines (Welch’s two-sample T-test followed by Benjamini–Hochberg correction for multiple testing; FDR = 0.1) (Fig. 3e; Additional file 3: Table S2).

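Across the X chromosome, 67 genes shifted towards the paternal allele and 10 towards the maternal allele in Eed-/- lines (adjusted p under 0.1 in edgeR, 103 genes at an unadjusted p under 0.05). Of the 76 raised genes, 56 passed this test. Tbc1d25, a GTPase-activating protein gene, had a log2 ratio of 7.70 (standard error 1.95, adjusted p = 0.0544, edgeR), with 48.4% ± 4.91 (SD, n = 3) paternal-X expression in Eed-/- lines. Syap1, a gene the paper examines for its chromatin, had a log2 ratio of 4.95 (standard error 1.39, adjusted p = 0.0610, edgeR), and Zrsr2, a splicing factor gene, a log2 ratio of 2.66 (standard error 0.94, adjusted p = 0.0943, edgeR).

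The 20 raised genes that did not pass include Rps4x, a ribosomal protein gene with 18.9% ± 13.1 in WT and 48.5% ± 1.48 in Eed-/- lines (adjusted p = 0.144, edgeR), and Ogt, the O-GlcNAc transferase gene with 25.8% ± 16.0 in WT and 46.9% ± 0.788 in Eed-/- lines (adjusted p = 0.369). A further 11 genes shifted to the paternal allele without being 10 points higher in every Eed-/- line. Gyk, the glycerol kinase gene, was at 57.6%, 33.1% and 3.33% in Eed-/- 1, 2 and 3, and Ocrl, a phosphatase gene, at 49.1%, 44.4% and 10.7%. Ogt and Ocrl were chosen as examples after their values were seen.

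With limma on the shares 70 of the 76 raised genes passed, and with the paper's own test of the shares 73. Against Eedfl/fl alone, within the lane, 60 genes shifted to the paternal and 2 to the maternal allele, 52 of the 62 among the 77. The edgeR count was 4 without Eed+/+ 2, 0 without Eed+/+ 3 (86 at an unadjusted p under 0.05), 0 without Eed-/- 1 (70), 1 without Eed-/- 2 and 0 without Eed-/- 3 (101). By limma on the shares, those counts over all genes were 83, 81, 76, 77 and 110. With the line number as a block and Eedfl/fl left out, 0 genes passed in edgeR (101 unadjusted), and 68 passed in the same 6 lines without the block.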

In principle, the relative increase in expression from the paternal-X allele in *Eed* ^–/–^ TSCs could be driven by one of two major mechanisms: either increased expression of the paternal-X allele or reduced expression from the maternal-X allele. In order to distinguish between these two possibilities, we performed differential analysis of paternal X-linked gene expression between WT and *Eed* ^–/–^ TSCs [49]. For genes whose shift in allelic expression is driven by the derepression of the paternal-X allele, both the relative proportion of total expression from the paternal allele as well as the absolute expression from the paternal allele are expected to increase. SNP-containing reads may only cover a fraction of a given gene, thus they alone cannot be used for differential expression analysis. We therefore calculated read coverage of the entire gene, including reads overlapping both polymorphic and non-polymorphic sites. From the total read counts, we calculated paternal-X expression by multiplying the number of mapped reads for each gene by the proportion of SNP-containing reads mapping to the paternal X chromosome (see detailed description in “Methods”). We then performed differential expression analysis on these calculated paternal-X expression levels between the four WT TSC lines and the three *Eed* ^–/–^ TSC lines (Additional file 4: Table S3; Fig. 4a). 

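The paternal allele of all 76 raised genes had a higher level in Eed-/- lines, and for 51 of them the rise passed the test. Ctps2, an enzyme of CTP synthesis, rose by a log2 fold change of 6.32 (standard error 1.42, adjusted p = 0.0411, edgeR). It had 16.2 ± 15.5 JF1/Ms CPM (SD, n = 4) in WT and 1296 ± 164 (SD, n = 3) in Eed-/- lines. Hdac6 rose by a log2 fold change of 4.01 (standard error 0.73, adjusted p = 0.0285, edgeR), and the zinc finger gene Zmym3 by a log2 fold change of 7.12 (standard error 1.70, adjusted p = 0.0465, edgeR). Among all 331 genes the paternal level rose for 68 and fell for 16 (110 at an unadjusted p under 0.05), around a median log2 fold change of 0.29.

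Against Eedfl/fl alone, within the lane, 0 genes passed in edgeR at 69 unadjusted, and with the line number as a block, Eedfl/fl left out, 67 rose and 14 fell. Without Eedfl/fl 40 genes passed, without Eed-/- 1 only 2, without Eed-/- 2 35 and without Eed-/- 3 25. Scaled by library size alone, or by X-linked 129/S1 reads, the median moves by 0.13 and 0.29 on the log2 scale and all 76 keep a higher level. With DESeq2 and its own size factors for this allele, which move the median change of all genes by -1.74 on the log2 scale, 63 of the 76 had a higher paternal level, and over all genes 61 rose and 78 fell past the test.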

The majority of X-linked genes exhibiting a relative increase in expression from the paternal allele also showed an increase in the absolute expression from the paternal X chromosome (65/74, or 85%, green dots in Fig. 4a). The remaining nine genes displayed either negligible changes or a decrease in the absolute level of paternal-X expression. In these genes, the observed shift in the proportion of paternal allele expression is likely due to the downregulation of the maternal allele.

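The maternal allele of most raised genes did not change past the test. It fell for 7 of the 76 and rose for 3. The 7 are Plp2, Eras, Gata1, Ogt, Rps4x, Trap1a and Nup62cl, and the 3 are 3830417A13Rik, Pnck and Zmym3. Eras, a Ras-family gene of embryonic stem cells, fell most, with a log2 fold change of -3.59 (standard error 0.57, adjusted p = 0.0357, edgeR), while its paternal level had a log2 fold change of 1.47 (adjusted p = 0.515). Gata1, a transcription factor gene of blood cells, had a maternal log2 fold change of -1.74 (standard error 0.42, adjusted p = 0.0705, edgeR). Zmym3 rose from the maternal allele by a log2 fold change of 0.96 (standard error 0.23, adjusted p = 0.0705, edgeR). Hdac6 and Pgk1 had maternal log2 fold changes of -0.23 and -0.88 (adjusted p = 0.691 and 0.262, edgeR). All named here apart from Zmym3, Rps4x, Trap1a, Hdac6 and Pgk1 are outside the rule for named genes and are given to complete the counts.

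Over all 331 genes, 19 fell and 12 rose from the maternal allele (78 at an unadjusted p under 0.05), with a median log2 fold change of -0.23. Scaled by library size alone the median moves by 0.14 on the log2 scale, and the same 7 and 3 genes keep their direction, as they do with X-linked 129/S1 reads as library size, where it moves by 0.30, and with DESeq2, where it moves by 0.20. Against Eedfl/fl alone 0 genes passed in edgeR (15 unadjusted), and with the line number as a block 45 fell and 19 rose. The edgeR count was 3 without Eed+/+ 1, 0 without Eed+/+ 2 (54 unadjusted), 4 without Eed+/+ 3, 0 without Eed-/- 1 (46 unadjusted), 68 without Eed-/- 2 and 0 without Eed-/- 3 (53 unadjusted), and DESeq2 passed 70 genes with all lines. Which direction is more frequent depends on the scaling and coverage, since by library size alone 2 fell and 10 rose, with X-linked 129/S1 reads as size 1 fell and 13 rose, and at 20 reads a site, chosen for this test after seeing the data, 9 fell and 11 rose.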

**Fig. 4:**
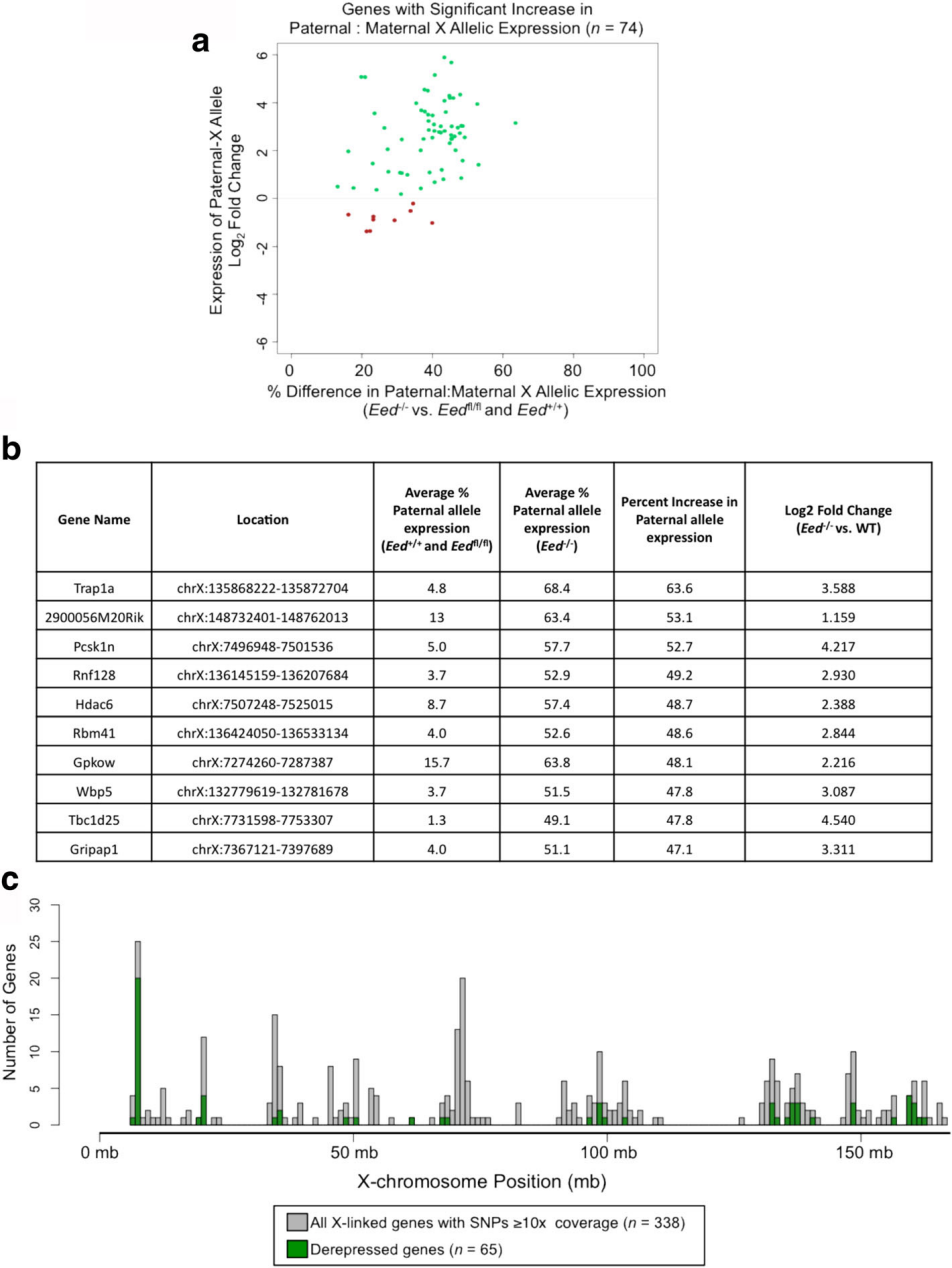
Characterization of expression and chromosomal location of genes with increased paternal-X expression in *Eed* ^–/–^ TSCs. **a** *Plot* of log_2_ fold change between genotypes in the expression of paternal allele, as calculated by DESeq2 (*y-axis*) vs. percent difference in paternal allele expression between *Eed* ^–/–^ and WT TSCs (*x-axis*) for the 74 X-linked genes exhibiting a statistically significant increase in the relative proportion of paternal:maternal allele expression. Sixty-five genes are upregulated (*green*) and nine genes are downregulated (*red*) from the paternal-X. **b** *Table* summarizing the ten X-linked genes with the greatest increase in paternal allele expression in *Eed* ^–/–^ TSCs. **c** *Histogram* indicating the location of all 338 X-linked genes with informative SNPs with ≥ 10X coverage (*gray bars*) and the 65 upregulated genes whose relative expression from the paternal allele is significantly increased (*green bars*). Derepressed X-linked genes are distributed across the length of the X chromosome

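By the relative and absolute criteria together, 56 of 331 genes (16.9%) were derepressed, and 260 were neither derepressed nor WT escapees. Derepressed genes had a median of 3.54% paternal-X expression in WT and 45.8% in Eed-/- lines, where they ranged from 23.9% to 70.1%. Their median log2 fold change was 4.28 for the paternal allele, and for 48 of the 56 the rise in the paternal level passed the test on its own. The other 8 are Clcn5, Wdr45, Kcnd1, Eras, Gata1, Trap1a, 2900056M20Rik and Car5b.

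Derepressed genes came from several of the gene lists, and no test compared the lists. Of 12 placental and homeobox genes, 4 were derepressed, namely Rhox6, Rhox9, Plac1 and the tumour antigen gene Trap1a. Plac1, needed for placental growth, had a log2 ratio of 4.19 (standard error 1.52, adjusted p = 0.0954, edgeR). This is a rise over the Eed+/+ lines only, since Plac1 was at 70.0% in Eedfl/fl, the line of the same lane, and at 71.7%, 83.3% and 55.2% in Eed-/- 1, 2 and 3 (log2 ratio 0.52 for the gene Plac1 against Eedfl/fl alone, adjusted p = 0.859, edgeR), and it did not pass at 5 reads or by limma. Of 30 chromatin regulators, 6 were derepressed (Hdac6, Phf16, Med12, Morf4l2, Rbbp7 and Zmym3) and 2 fell, the ubiquitin ligase gene Huwe1 and the corepressor gene Bcor. Of 23 genes of RNA splicing and processing, 5 were derepressed (Rbm41, Zrsr2, Pqbp1, Ftsj1 and Gpkow) and 2 fell (Nkap and Ddx3x). Of 28 genes of mitochondria and energy metabolism, Pgk1 and Timm17b were derepressed and 0 fell, with Ndufb11, a subunit of respiratory complex I, at a log2 ratio of 5.11 (standard error 2.17, adjusted p = 0.145, edgeR), and Gyk past the test without being higher in every line. Of 3 ribosomal protein genes, Rpl36a fell, with a log2 ratio of -5.73 (standard error 1.24, adjusted p = 0.0453, edgeR), while Rps4x and Rpl10 did not pass (adjusted p = 0.260 for Rpl10, edgeR).

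Of 11 escapees known from other tissues, Car5b was derepressed and Ddx3x fell. Of the lowered genes named here, Huwe1, Bcor, Nkap, Ddx3x and Rpl36a, only Rpl36a passed against Eedfl/fl alone, the line of the same lane. Of 3 measured genes of the X-inactivation centre, B230206F22Rik, Rnf12 and Chic1, 0 were derepressed and 0 fell in edgeR, also at an unadjusted p under 0.05 and with limma, and Chic1 was at 11.9% ± 9.57 in WT and 1.01% ± 1.75 in Eed-/- lines. Of 8 markers of fibroblasts on the X, again 0 were derepressed and 0 fell in edgeR, though Gpc4, a glypican gene, passed the shift test towards the paternal allele and Timp1 did at an unadjusted p under 0.05 (adjusted p = 0.152, edgeR). Timp1, a metalloproteinase inhibitor, was at 0.0279% ± 0.0318 in WT and 2.36% ± 3.79 in Eed-/- lines, and Fhl1 and Itm2a at 3.77% and 16.4% in Eed-/- lines. Adjusted over the list alone, derepressed and lowered members were 4 and 0 of the placental, 6 and 3 of the chromatin, 6 and 3 of the splicing, 2 and 0 of the mitochondrial, 1 and 1 of the ribosomal, 1 and 2 of the escapee, 0 and 0 of the X-inactivation centre and 0 and 0 of the fibroblast genes.

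The count of 56 needs all 3 Eed-/- lines and Eed+/+ 3 for edgeR's test, since it was 0 without any of these, 3 without Eed+/+ 2, 64 without Eed+/+ 1 and 55 without Eedfl/fl. With limma on the shares in its place, chosen after seeing the data, the count was 70 with all lines and 67 to 95 when a line was left out.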

We therefore defined paternally derepressed genes as the set of 65 X-linked genes (19% of the 338 genes assayed) that exhibit both relative and absolute upregulation of the paternal allele in *Eed* ^–/–^ TSCs compared with WT TSCs (Additional file 3: Table S2; Additional file 4: Table S3). 

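Trap1a, which encodes a tumour rejection antigen, rose most, from 4.70% ± 7.56 (SD, n = 4) paternal-X expression in WT to 67.4% ± 6.09 (SD, n = 3) in Eed-/- lines. It lies on chromosome X from 135868222 to 135872704, and its allelic shift was a log2 ratio of 7.25 (standard error 2.00, adjusted p = 0.0610, edgeR). The other 9 of the 10 largest rises among derepressed genes were 2900056M20Rik (3.26% ± 3.97 in WT and 63.2% ± 2.95 in Eed-/- lines), Pcsk1n, an inhibitor of a prohormone convertase (3.88% ± 4.68 in WT and 57.2% ± 9.07 in Eed-/- lines), the RNA-binding protein gene Rbm41 (4.38% ± 5.24 in WT and 54.8% ± 4.48 in Eed-/- lines), Hdac6 (8.05% ± 1.31 in WT and 57.4% ± 1.11 in Eed-/- lines) and the ubiquitin ligase gene Rnf128 (3.74% ± 3.03 in WT and 52.4% ± 1.89 in Eed-/- lines). They were followed by Wbp5 (3.71% ± 3.88 in WT and 51.5% ± 1.79 in Eed-/- lines), the transcription factor gene Tcfe3 (4.14% ± 4.96 in WT and 51.7% ± 2.15 in Eed-/- lines), Ctps2 (2.07% ± 2.48 in WT and 49.6% ± 11.4 in Eed-/- lines) and Gripap1, which encodes a partner of a glutamate receptor scaffold (4.98% ± 4.20 in WT and 52.3% ± 2.33 in Eed-/- lines). Each error is the SD over 4 WT or 3 Eed-/- lines. All 10 passed the allelic shift test (adjusted p from 0.0453 to 0.0670, edgeR). Hdac6 and Pcsk1n lie close together, from 7507248 to 7525015 and from 7496948 to 7501536.

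Where a WT line had no JF1/Ms read, the count of 0 limits the paternal share only roughly. For 2900056M20Rik it allows up to 3.16% in Eed+/+ 2 and 3.80% in Eed+/+ 3, and for Trap1a 2.01% and 1.35%.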

The ten highest derepressed X-linked genes in *Eed* ^–/–^ TSCs are summarized in Fig. 4b. To confirm that the gene-specific derepression observed is not simply a function of the thresholds set for read coverage and allelic balance, we additionally assessed expression from the paternal X chromosome in all TSC lines at a less stringent threshold, requiring only 5X coverage of SNPs. 

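With 5 reads in place of 10 required at a SNP site, 390 genes were covered in all 7 lines and 57 of them (14.6%) were derepressed, 54 of which were among the 56 derepressed at 10 reads. At 5 reads 19 genes had at least 10% paternal-X expression in every WT line and 126 in every Eed-/- line, and 88 were at least 10 points higher in every Eed-/- line than in WT. The allelic shift test passed 71 genes towards the paternal and 12 towards the maternal allele. Among named genes, Zrsr2 and the placental gene Plac1 no longer passed (adjusted p = 0.119 for the gene Zrsr2 and 0.103 for the gene Plac1, edgeR), while the histone demethylase gene Kdm6a, at 0% paternal-X expression in Eed-/- lines, passed towards the maternal allele (adjusted p = 0.0982 for the gene Kdm6a, against 0.101 at 10 reads). A count of 0 for Kdm6a allows up to 0.441%, 0.824% and 0.508% in Eed-/- 1, 2 and 3.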

The lower stringency criteria yielded derepression of a similar subset of paternal X-linked genes in *Eed* ^–/–^ TSCs (21%) (Additional file 1: Figure S4; Additional file 5: Table S4).

We next validated the allele-specific RNA-seq data by RT-PCR followed by Sanger sequencing. We selected six genes distributed across the X chromosome, *Hdac6*, *Wdr13*, *Med12*, *Pgk1*, *Wbp5*, and *Rnf128*, identified as derepressed from the paternal X chromosome in *Eed* ^–/–^ TSCs by RNA-seq (Additional file 1: Figure S5a). 

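At the SNP sites chosen for RT-PCR (Table S5), all 6 genes carried more JF1/Ms reads in every Eed-/- line than in any WT line. At the site of Pgk1, position 103393283 in coding exon 6 of 11, JF1/Ms reads made up 3.50% ± 4.74 (SD, n = 4) in WT and 57.1% ± 4.20 (SD, n = 3) in Eed-/- lines, from 1673 to 6781 reads a line. The site of Hdac6, at 7524355 in the 5' UTR (exon 2 of 29), had 5.77% ± 5.43 in WT and 57.2% ± 4.52 in Eed-/- lines, and that of Med12, at 98488083 in coding exon 37 of 46, had 2.38% ± 2.83 in WT and 45.4% ± 12.3 in Eed-/- lines. Wdr13 had 2.50% ± 3.38 in WT and 46.0% ± 4.07 in Eed-/- lines at 7706230 in coding exon 6 of 10, from 34 to 130 reads a line. Wbp5 had 4.01% ± 4.26 in WT and 52.4% ± 2.75 in Eed-/- lines at 132780961 in coding exon 3 of 3, and Rnf128 had 4.49% ± 4.10 in WT and 52.8% ± 5.83 in Eed-/- lines at 136199996 in coding exon 6 of 7.
All 6 passed the allelic shift test as genes (adjusted p = 0.0453, 0.0684, 0.0649, 0.0544, 0.0603 and 0.0453 for Hdac6, Wdr13, Med12, Pgk1, Wbp5 and Rnf128, edgeR), and all 6 did when adjusted over the list alone. The list was chosen by the study on these lines and is not independent evidence of its direction. Around the Hdac6 SNP, which stands in the middle, the mm9 sequence reads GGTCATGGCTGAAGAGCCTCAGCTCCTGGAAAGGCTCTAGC, from 7524335 to 7524375, and around that of Pgk1 it reads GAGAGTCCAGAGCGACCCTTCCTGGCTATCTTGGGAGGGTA, from 103393263 to 103393303.

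**Figure D2:**
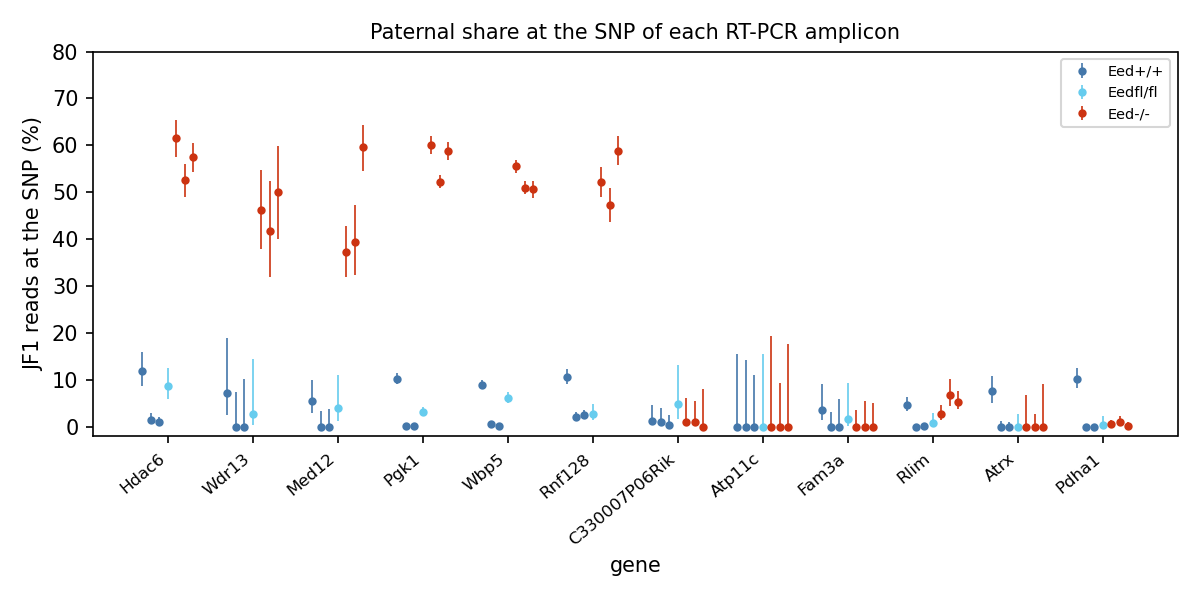
Share of JF1/Ms reads at the SNP of each RT-PCR amplicon, in percent, for each of the 7 TSC lines, with 95% Wilson intervals. Rlim is the annotation's name for Rnf12. The Eed-/- lines lie between 37.2% and 61.6% for the 6 derepressed genes on the left, and near the WT lines for the 6 genes on the right.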

We also chose six X-linked genes, *C330007P06Rik*, *Atp11c*, *Fam3a*, *Rnf12*, *Atrx*, and *Pdha1*, that stably maintain silencing of the paternal allele in *Eed* ^–/–^ TSCs by RNA-seq (Additional file 1: Figure S5a). 

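None of these 6 genes passed the allelic shift test, and the list, chosen by the study on these lines, gave 0 derepressed and 0 lowered genes in edgeR, also when adjusted over the list alone. Of the 6, Pdha1 had an unadjusted p under 0.05 in edgeR and passed towards the maternal allele with limma (adjusted p = 0.0771). In edgeR its log2 ratio was -2.68 with all SNPs and -0.38 (standard error 1.95, adjusted p = 0.935) without the 4 SNPs it shares with Map3k15. C330007P06Rik was at 1.51% ± 0.949 in WT and 0.413% ± 0.562 in Eed-/- lines. Atp11c, which encodes a phospholipid flippase, was at 1.00% ± 2.00 in WT lines and had no JF1/Ms read in Eed-/- lines, which allows up to 1.36%, 0.806% and 1.30% in Eed-/- 1, 2 and 3. Fam3a, a gene for a secreted protein, was at 1.35% ± 1.67 in WT lines and had none either, which allows up to 1.11%, 1.59% and 1.38%. At the SNP of the Atrx amplicon (103042079, coding exon 17 of 35), 52, 140 and 38 reads in Eed-/- 1, 2 and 3 were all 129/S1. The SNPs of Rnf12 (101159081, coding exon 5 of 5) and Pdha1 (156562514, coding exon 10 of 11) had 1.42% ± 2.21 in WT and 4.96% ± 2.05 in Eed-/- lines and 2.67% ± 5.01 in WT and 0.695% ± 0.410 in Eed-/- lines, respectively. At the Atp11c SNP, with 16 to 37 reads a line, a count of 0 allows up to 18.8% in Eed-/- 1.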

For each gene, we designed amplicons spanning SNPs between the 129/S1 and JF1/Ms mouse strains (see Additional file 6: Table S5 for primer and SNP information). For all six genes found to be derepressed in *Eed* ^–/–^ TSCs by RNA-seq, the Sanger sequencing chromatograms exhibited expression from only the maternal (active)-X allele in all four WT TSC lines but biallelic expression in all three *Eed* ^–/–^ TSC lines (Additional file 1: Figure S5b). For the six X-linked genes that did not display an allelic shift in the RNA-seq data, the WT as well as the *Eed* ^–/–^ TSCs displayed expression from only the maternal allele (Additional file 1: Figure S5c). We also validated the presence of the genomic loci of the genes assayed by RT-PCR. Sanger sequencing of PCR-amplified genomic DNAs from WT and *Eed* ^–/–^ TSC lines, using amplicons spanning the same polymorphic sites assayed by RT-PCR, demonstrated that both alleles of all the genes tested were intact in all TSC lines (Additional file 1: Figure S5d, e).

### Chromosome topology does not determine derepression of paternal X-linked genes upon EED loss

We next sought to determine if the derepressed X-linked genes in *Eed* ^–/–^ TSCs shared any unifying features in WT TSCs, which may predict their derepression upon EED loss. We first tested if the derepressed genes were clustered in specific regions of the X chromosome, which may suggest that those regions are particularly sensitive to loss of EED, H3K27me3, or Xist RNA coating. The derepressed genes were distributed along the length of the X chromosome and did not occupy any one specific region (Fig. 4c). A subset of the derepressed genes, however, was clustered in a gene-dense region within qA1.1 and in a few other regions of the X chromosome. 

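Between 6 and 8 Mb on the X chromosome, 22 of 29 genes (75.9%) were derepressed, against 34 of 302 (11.3%) elsewhere. The 22 include Hdac6, Gpkow, Wdr13 and Tbc1d25, the transcription factor genes Tcfe3 and Gata1, the kinase gene Pim2 and the potassium channel gene Kcnd1. The 7 that were not derepressed there are LOC100504671, Usp27x, Ccdc22, Prickle3, Praf2, the histone methyltransferase gene Suv39h1 and Rbm3. Not all of them stayed low. LOC100504671, Ccdc22 and Prickle3 were raised without passing the shift test, with Eed-/- means of 41.7%, 51.0% and 22.6%. Praf2 had an Eed-/- mean of 22.4%, and Usp27x, Suv39h1 and Rbm3 had 2.39%, 1.27% and 3.99%. The odds ratio was 24.8 (Fisher's exact test, two-sided, p = 1.28e-13), across genes, which are not independent replicates. The window is the cluster that the study saw in these same lines, so the test is not independent evidence of it. Moving the derepressed labels along the gene order in a circle, which keeps runs of neighbours, gave as many in the window in 1 of 331 shifts, the real one (share 0.00302), and at most 21 in another.
Elsewhere derepressed genes lay along much of the chromosome, but unevenly. They were found in 17 of the 58 other stretches of 2 Mb that hold a covered gene, and start between 19941734 and 160857719. From 136 to 138 Mb 5 of 13 genes were derepressed, Rnf128, Tbc1d8b, Rbm41, Psmd10 and Atg4a, and from 158 to 160 Mb 4 of 4 were, the histone-binding gene Rbbp7, Txlng, Syap1 and Ctps2. From 70 to 72 Mb, the stretch with the most covered genes, 0 of 34 were derepressed. These stretches, and the genes named in them outside the rule for named genes, were chosen after their values were seen. Without Eed+/+ 2, which leaves 3 derepressed genes, the odds ratio was 5.38 (Fisher's exact test, p = 0.240), and without Eed+/+ 1 it was 42.1.

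**Figure D3:**
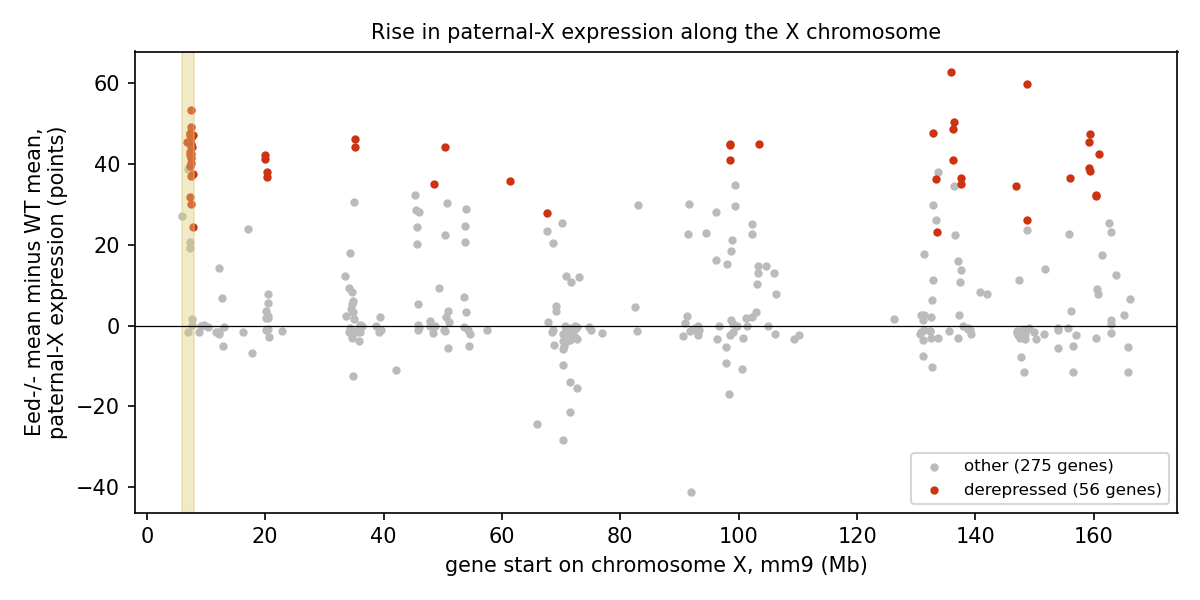
Difference in paternal-X expression between the Eed-/- and the WT mean, in points, against the gene start on chromosome X of mm9 in Mb, for 331 genes. Derepressed genes are in red, all others in grey, and the shaded band from 6 to 8 Mb holds 22 of the 56 derepressed genes.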

We reasoned that the three-dimensional (3D) structure of the X chromosome might explain such non-linear arrangement of the clusters and took advantage of published allele-specific Hi-C data from female mouse ESCs [50, 51]. The allele-specific Hi-C data identify topologically associated domains (TADs) on the active and inactive X chromosomes. In mouse cells, the active-X forms a series of well-defined TADs. The inactive-X, on the other hand, is structured into two large superdomains that meet at a “hinge” region centered on the *Dxz4* minisatellite repeat in both mouse and human [52, 53], rather than into the discrete TADs that characterize the active-X [50, 52–54]. When Xist RNA is knocked down in X-inactivated cells, the inactive X chromosome now takes on a conformation more similar to the active-X [50]. We therefore tested whether the derepressed X-linked genes in *Eed* ^–/–^ TSCs occupied regions that correspond to specific TADs on the active X chromosome. The spike of derepressed genes within qA1.1 indeed occupies a single TAD on the active X chromosome in WT ESCs and in X-inactivated cells in which Xist RNA is knocked down. Nevertheless, many derepressed X-linked genes do not appear to cluster in specific TADs or lie in or near defined TAD boundaries (Additional file 1: Figure S6a).

We next tested if the period during evolution when the derepressed X-linked genes underwent dosage compensation predicts their derepression. The shared evolutionary history may make the X-linked genes similarly dependent on H3K27me3 and Xist RNA coating for silencing [33, 55, 56]. Prior work has delineated five distinct evolutionary strata on the X chromosome and genes within each stratum are thought to have been subjected to dosage compensation as a unit [57–59]. The evolutionary strata on the human X chromosome are collinear but have been rearranged on the mouse X chromosome [60]; thus, a shared evolutionary history could explain the non-linear arrangement of derepressed X-linked genes in *Eed* ^–/–^ TSCs. We found, however, that derepressed genes did not belong to a single evolutionary stratum (Additional file 1: Figure S6b).

Xist RNA expression is lost in *Eed* ^–/–^ TSCs; the derepression of X-linked genes may thus reflect increased dependency on Xist RNA for silencing. We therefore next tested whether the set of 65 significantly derepressed X-linked genes displayed increased Xist RNA binding in WT cells. Interrogating previously published CHART-seq (capture hybridization analysis of RNA targets with deep sequencing) data assessing where Xist RNA is bound on the inactive-X in ESCs [61], we observed similar enrichment of Xist RNA at X-linked genes that were derepressed versus genes that remained silenced in *Eed* ^–/–^ TSCs (Additional file 1: Figure S7). Thus, differential Xist RNA binding did not appear to influence derepression of X-linked genes upon EED loss.

### Derepressed X-linked genes display active/open chromatin architecture on the inactive-X in WT TSCs

To determine if specific chromatin characteristics may predict the derepression of X-linked genes in *Eed* ^–/–^ TSCs, we next interrogated a panel of chromatin modifications and indicators of chromatin structure from F1 hybrid WT TSCs [39]. We examined chromatin features on the inactive-X in WT TSCs for the set of 65 genes that were derepressed in *Eed* ^–/–^ TSCs, the set of 253 genes that remained silenced, and the set of 20 genes that escape X-inactivation.

Due to the essential role of EED in H3K27me3 catalysis and the proposed silencing function of H3K27me3 [10], we first tested whether genes that are sensitive to EED loss are normally occupied by higher levels of H3K27me3 compared with genes that are refractory to EED absence. Consistent with the accumulation of H3K27me3 on the inactive X chromosome detected cytologically, H3K27me3 was enriched at the TSSs of paternal X-linked genes in WT TSCs by ChIP-seq. Notably, in WT TSCs H3K27me3 is not present at higher levels at the TSSs of inactive X-linked genes that are derepressed compared with genes that remain silenced in *Eed* ^–/–^ TSCs, suggesting that H3K27me3 levels do not predict susceptibility to reactivation (Fig. 5a). In contrast to H3K27me3 enrichment on the X-inactivated genes, TSSs of genes that escape X-inactivation displayed a reduced average H3K27me3 level in the WT TSCs.

**Fig. 5:**
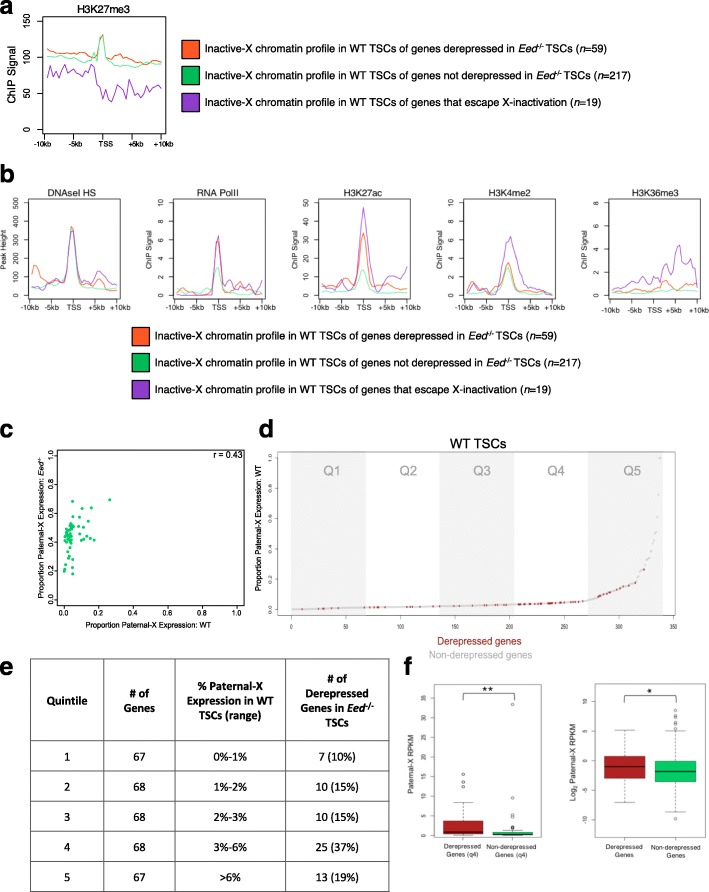
Derepressed genes are transcribed and enriched for active chromatin marks in WT TSCs. **a** Inactive-X profiles of H3K27me3 in WT TSCs of derepressed and non-derepressed genes in *Eed* ^–/–^ TSCs and of X-inactivation escapees in WT TSCs. **b** Inactive-X profiles for DNAseI hypersensitivity (DNAseI HS), RNA PolII occupancy, H3K27ac, H3K4me2, and H3K36me3. **c** Correlation between percent paternal-X expression in WT and *Eed* ^–/–^ TSCs. **d** Paternal-X contribution for all expressed X-linked genes in WT TSCs. The *x-axis* indicates the rank order of each gene from least to most paternal-X expression in WT TSCs. *Gray dots* indicate non-derepressed genes and *red dots* mark genes that are derepressed in *Eed* ^–/–^ TSCs. The *y-axis* depicts percent paternal-X expression for each gene. The expressed paternal X-linked genes can be divided into five quintiles. The derepressed genes are over-represented in quintile 4. **e** *Table* of number of genes and their percent paternal-X expression within the quintiles described in (**d**). **f** *Left*, *boxplots* of absolute paternal-X expression (as RNA-seq reads per kilobase of gene per million reads [RPKM]) for non-derepressed and derepressed genes in quintile 4 (3–6% paternal-X:total X-chromosomal expression). Derepressed genes exhibit a significantly higher median expression level than non-derepressed genes (*p* < 0.001, Mann–Whitney U test). *Right*, *boxplots* of absolute paternal-X expression (Log_2_ scaled, as RPKM) for all non-derepressed and derepressed genes. As with quintile 4, derepressed genes exhibit a significantly higher median expression level than non-derepressed genes (*p* < 0.05, Mann–Whitney U test)

We next analyzed DNAseI hypersensitivity, which characterizes nucleosome-free DNA and is a feature of regulatory elements and TSSs of active genes [62]. In WT TSCs, DNAseI hypersensitivity at the TSSs of genes on the inactive-X that are derepressed in *Eed* ^–/–^ TSCs did not differ from non-derepressed genes (Fig. 5b; Additional file 1: Figure S8a–c). Surprisingly, however, in WT TSCs RNA PolII displayed a trend toward increased occupancy at X-linked genes that are derepressed versus non-derepressed in *Eed* ^–/–^ TSCs (Fig. 5b; Additional file 1: Figure S8a–c). Similarly, in F1 WT TSCs H3K27 acetylation (H3K27ac), which marks loci with open chromatin, and H3K36me3, which marks active transcription, were enriched at TSSs and in the gene body, respectively, in genes that are derepressed compared with non-derepressed in *Eed* ^–/–^ TSCs (Fig. 5b; Additional file 1: Figure S8a–c). H3K4me2, which is also associated with active transcription, however, did not markedly differ between derepressed and non-derepressed genes (Fig. 5b; Additional file 1: Figures S8a–c and S9).

### X-linked genes derepressed in *Eed*^–/–^ TSCs are expressed at low levels from the inactive-X in WT TSCs

Genes with open chromatin architecture are predicted to be expressed. However, high H3K27me3 occupancy at TSSs may argue against productive transcription. We therefore examined if the X-linked genes that are derepressed in *Eed* ^–/–^ TSCs are transcriptionally active on the otherwise inactive X chromosome in WT TSCs. Consistent with published datasets [39], we found that transcription from the paternal-X in TSCs occurs on a broad and highly variable spectrum. 

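Most X-linked genes had a WT mean between the extremes, at 1% to under 10% paternal-X expression for 242 of 331 genes, with 44 under 1% and 45 at 10% or more. The values below 10% rest largely on a single line, Eed+/+ 1, in which 216 genes were at 1% to under 10%, against 59 in Eed+/+ 2, 59 in Eed+/+ 3 and 121 in Eedfl/fl. With the mean of Eed+/+ 2, Eed+/+ 3 and Eedfl/fl alone, 117 genes were at 1% to under 10%, 169 under 1% and 45 at 10% or more. The genes neither derepressed nor escaping had a median of 1.30% in Eed-/- lines. Htatsf1, a transcription elongation factor gene, is such a gene, with 4.40% in Eed+/+ 1, 0.210% in Eed+/+ 2 and no JF1/Ms read in Eedfl/fl, which allows up to 0.477%.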

Although few genes displayed ≥ 10% expression from the paternal-X in WT TSCs (i.e. the X-inactivation escapees), many showed a low but detectable level of paternal-X expression, in the range of 1–10% of total expression.

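Among the 56 derepressed genes, those with more paternal-X expression in WT had more in Eed-/- lines (Pearson's r = 0.576, permutation p = 1e-05, and Spearman's rho = 0.538, permutation p = 4e-05, where 1e-05 is the smallest p that 100000 permutations can give). Plac1 stood highest in both, at 25.8% ± 29.9 in WT and 70.1% ± 14.1 in Eed-/- lines. Its WT value rests on Eedfl/fl, where it was at 70.0% from 65 SNP counts. Over the Eed+/+ lines alone Plac1 was at 11.1% ± 6.03 (SD, n = 3), below Gpkow at 16.5% ± 5.29, while Tbc1d25 was among the lowest in WT at 1.19% ± 2.37 (SD, n = 4). The relation is across genes, which are not independent replicates. Without Eed+/+ 1, r was 0.313 (permutation p = 0.0130), and without Eedfl/fl it was 0.561. Leaving out any of the other lines leaves too few derepressed genes for a value.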

To determine if in WT TSCs genes that are derepressed in *Eed* ^–/–^ TSCs displayed higher average levels of transcription from the paternal X chromosome than genes that remain silenced, we first evaluated the relationship between percent paternal-X expression in WT and *Eed* ^*–/–*^ TSCs, which showed a weak positive correlation (*r* = 0.43; Fig. 5c). This correlation suggested that the genes with higher paternal-X expression in WT TSCs may be more susceptible to derepression upon EED loss. To further explore this relationship, we ranked all 338 X-linked genes with allelic information by percent paternal-X expression in WT TSCs and divided this ranked list into five quintiles, each containing 67–68 genes (Fig. 5d). We then evaluated the range of percent paternal-X expression for each quintile, and identified the number of derepressed genes in each group (Fig. 5d, e). Through this analysis, we found that the derepressed X-linked genes are unevenly distributed between the quintiles (Fig. 5d, e, *p* = 0.0011, Fisher’s exact test). 

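Derepressed genes were most frequent in the fourth quintile of WT paternal-X expression, from 3.24% to 6.31%. There 23 of 66 genes (34.8%) were derepressed, among them Pgk1, Trap1a, Rnf128, Wbp5, Rbm41, Rhox6, Rhox9 and Timm17b. In quintile 1, from 0% to 1.35%, 6 of 67 were derepressed (8.96%), Tbc1d25, Ebp, Rp2h, Tmsb15b2, Tbc1d8b and Txlng. In each of quintiles 2, 3 and 5, 9 of 66 were (13.6%). Quintile 5, from 6.40% to 100%, held all 16 WT escapees covered in the 7 lines, and its derepressed genes include Hdac6, Gpkow, Plac1 and Zrsr2. The counts differed between quintiles (Fisher's exact test on the 2 by 5 table, p = 0.00167), across genes, which are not independent replicates. Without Eedfl/fl, the exact p was 0.229, with 12 of 69 genes of quintile 4 derepressed. At 5 reads a site it was 0.0569, with 19 of 78 genes of quintile 4 derepressed. Ranked by Eed+/+ 2 or by Eed+/+ 3 alone the exact p was 0.0702 and 0.0555, and without Eed+/+ 1 it was 1.28e-07.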

The derepressed genes are under-represented in quintile 1, which encompassed genes in the range of 0–1% paternal-X expression in WT TSCs and included seven derepressed genes (10% of genes in quintile 1), but are over-represented in quintile 4, which harbors genes that display 3–6% paternal-X expression in WT TSCs and included 25 derepressed genes (37% of genes in quintile 4). Quintile 4 therefore includes genes that are most susceptible to transcriptional upregulation upon EED loss, suggesting that 3–6% paternal-X expression achieves a threshold that predisposed the genes to induction in *Eed* ^*–/–*^ TSCs. Notably, these genes likely produce full-length transcripts, since in these genes enrichment of H3K36me3, a marker of transcriptional elongation [63], extended into the gene body (Fig. 5b). Quintile 5 is enriched for genes that escape X-inactivation (≥10% paternal-X expression), most of which are not subject to derepression in *Eed* ^–/–^ TSCs since they normally harbor lower H3K27me3 occupancy and thus may not be dependent on PRC2 for restriction of transcriptional activity (Fig. 5a).

Notably, although derepressed genes are over-represented in quintile 4 not all genes displaying 3–6% paternal-X expression in WT TSCs are derepressed in *Eed* ^–/–^ TSCs. 

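In quintile 4, 43 of the 66 genes were not derepressed, and they behaved in different ways. Ddx3x, Rpl36a, Pdha1 and Atrx were among them. Hmgb3, a chromatin protein gene, was at 4.77% ± 9.53 in WT and 0% ± 0 in Eed-/- lines, and Flna, which encodes an actin crosslinker, at 4.81% ± 2.52 in WT and 1.30% ± 0.793 in Eed-/- lines. Ccdc22 and Rhox4d were at least 10 points higher in every Eed-/- line, at 5.25% ± 5.41 in WT and 51.0% ± 2.45 in Eed-/- lines and at 4.50% ± 5.91 in WT and 35.1% ± 14.3 in Eed-/- lines, but did not pass the allelic shift test (adjusted p = 0.101 and 0.184, edgeR). The cytoskeletal gene Shroom4 differed between the Eed-/- lines, at 40.3%, 45.3% and 8.03% in Eed-/- 1, 2 and 3. Hmgb3, Flna, Ccdc22 and Rhox4d were chosen as examples after their values were seen.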

Although the ratio of paternal:total X-chromosomal expression in WT TSCs is similar between the derepressed and non-derepressed genes, differences in the chromatin architecture suggested that the genes that are derepressed in *Eed* ^–/–^ TSCs may be transcribed from the paternal-X more highly in absolute terms compared with genes that are non-derepressed in WT TSCs. We therefore compared paternal-X expression level in WT TSCs for all derepressed and non-derepressed genes showing 3–6% expression in *Eed* ^–/–^ TSCs (quintile 4). The median value of paternal-X expression was in fact higher in the derepressed genes as compared with the non-derepressed genes (Mann–Whitney U test, *p <* 0.001; Fig. 5f). We additionally assessed the median paternal-X expression for all derepressed and non-derepressed genes and found that derepressed genes show significantly higher median expression overall (*p* < 0.05; Fig. 5f). Thus, the more highly transcribed paternal X-linked genes are the most sensitive to derepression upon loss of EED.

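In WT lines the derepressed genes had more paternal reads than the others. Their median was 6.52 JF1/Ms CPM per SNP site, against 2.83 for the 275 other genes (probability that a derepressed gene ranks higher 0.599, permutation test of the Mann-Whitney statistic, two-sided, p = 0.0196). Within quintile 4, the 23 derepressed genes had a median of 13.7 and the 43 others 3.34 (probability 0.672, permutation test, two-sided, p = 0.0205). Among derepressed genes of that quintile, Pgk1 had 150.1 ± 179.6 JF1/Ms CPM over the whole gene in WT lines, Wbp5 785 ± 831 and Rhox9 147 ± 108 (SD, n = 4), while Rpl36a, which was not derepressed, had 1364 ± 1513.

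With each read counted once per gene, chosen after seeing the data, neither comparison passed. The medians were then 2.65 against 2.44 over all genes (probability 0.569, permutation p = 0.103) and 5.73 against 2.73 within quintile 4 (probability 0.622, permutation p = 0.0982). The comparison within quintile 4 did not pass either with limma or with no allelic test in the definition of derepressed genes, both chosen after seeing the data (probability 0.607 in each, permutation p = 0.144 and 0.145). Without Eedfl/fl, the comparison over all genes had a probability of 0.545 (permutation p = 0.296), and the comparison within quintile 4 one of 0.820. Without Eed+/+ 1 they were 0.666 and 0.625 (permutation p = 4e-05 and 0.0836). These comparisons are across genes, which are not independent replicates, and rest on reads at SNPs, since the authors' read lists do not hold whole-gene counts.

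The paper first reasons from the shift in allele shares and in paternal level in Eed-/- lines to a set of derepressed genes. It then finds these genes unevenly distributed between the quintiles of paternal-X expression in WT and over-represented in quintile 4 (Fig. 5e), and proposes that expression in that range reaches a threshold that predisposes a gene to induction. Because genes of that quintile with a similar share differ in derepression, and because chromatin architecture differs between derepressed and other genes (Fig. 5b), it proposes that the derepressed genes are transcribed more highly from the paternal X in absolute terms. From the higher paternal-X expression of derepressed genes in quintile 4 and overall (Fig. 5f), it concludes that the more highly transcribed paternal X-linked genes are the most sensitive to loss of EED.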

## Discussion

In this study, we defined the mode by which PRC2 propagates X-linked gene silencing by comprehensively analyzing transcription and chromatin features in imprinted X-inactivation. Imprinted X-inactivation offers a unique opportunity to investigate transcriptional silencing. Since the paternal X chromosome is exclusively inactivated in cells that undergo imprinted X-inactivation, strain-specific SNPs can be exploited to comprehensively identify genes that are silenced (or expressed) from the inactive X chromosome by RNA-seq.

### *Eed*^–/–^ TSCs lack enrichment of silencing marks on the inactive X chromosome

*Eed* ^–/–^ TSCs lose H3K27me3 and Xist RNA coating on the previously inactivated paternal-X (this study and ref. [35]), suggesting that PRC2 induces Xist RNA expression. The Xist promoter transiently undergoes heterochromatinization prior to Xist induction and X-inactivation in differentiating *XX* ESCs [28, 64]. This heterochromatic state is characterized by H4 hypoacetylation, a reduction in H3K4me2, and, notably, an increase in H3K27me3 [64]. The marking of the Xist chromatin in this manner may be necessary for Xist RNA expression, thus explaining why the absence of EED and H3K27me3 abrogates induction of Xist RNA. In addition to the loss of H3K27me3 and Xist RNA accumulation, the inactive-X in *Eed* ^–/–^ TSCs has previously been shown to be devoid of enrichment of other chromatin modifications and histone variants that normally decorate the inactive-X chromosome, including Polycomb repressive complex 1 (PRC1)-catalyzed histone H2A ubiquitylation and macroH2A [35].

### Limited X-inactivation defect in *Eed*^–/–^ TSCs

Despite the loss of both H3K27me3 and Xist RNA expression in *Eed* ^–/–^ TSCs, only 19% displayed significant loss of silencing on the paternal X chromosome in *Eed* ^–/–^ TSCs. These genes are distributed across the X chromosome, with no obvious linear clustering. The derepressed genes also do not appear be associated with the 3D conformation of the X chromosome. Moreover, X-linked genes that are enriched for H3K27me3 and Xist RNA in WT TSCs were not preferentially derepressed in *Eed* ^–/–^ TSCs, suggesting that H3K27me3 levels and Xist RNA occupancy do not predict which target loci will be derepressed upon PRC2 loss.

### Derepressed X-linked genes in *Eed*^–/–^ TSCs are transcribed and have open/active chromatin architecture in WT TSCs

Strikingly, the level of expression in WT TSCs sensitizes the inactive X-linked genes to derepression in *Eed* ^–/–^ TSCs: genes displaying 3–6% paternal:total X-chromosomal expression in WT TSCs are particularly prone to derepression in *Eed* ^–/–^ TSCs. In this range of paternal-X expression, the genes subject to derepression upon EED loss are typically transcribed at a higher level in absolute terms compared with genes that remain repressed. In WT TSCs, the median total expression level of the genes that are derepressed is significantly higher than genes that are non-derepressed in *Eed* ^–/–^ TSCs. Thus, only the genes that reach a critical threshold of transcription from the inactive X chromosome require PRC2 to stably maintain silencing. In agreement with their higher transcription, genes that are derepressed in *Eed* ^–/–^ TSCs show a trend of increased marks of active transcription and open chromatin compared with non-derepressed genes in WT TSCs. Specifically, RNA PolII occupancy and H3K27ac exhibit higher average occupancy at genes subject to derepression upon EED loss. These derepressed genes also often exhibit H3K36me3 enrichment in WT TSCs. These hallmarks of active transcription are unexpectedly enriched, alone or in combination, on the same allele as the repressive H3K27me3 mark on the inactive-X and predict which inactive X-linked genes require continued PRC2 presence to remain repressed (Fig. 6). The open/active chromatin architecture of genes subject to derepression suggests that the TSSs of these genes are enriched for sequence specific transcription factors, which underlie the susceptibility to derepression upon PRC2 loss. PRC2 therefore serves as a brake on the induction of genes with an open chromatin and active transcriptional state.

**Fig. 6:**
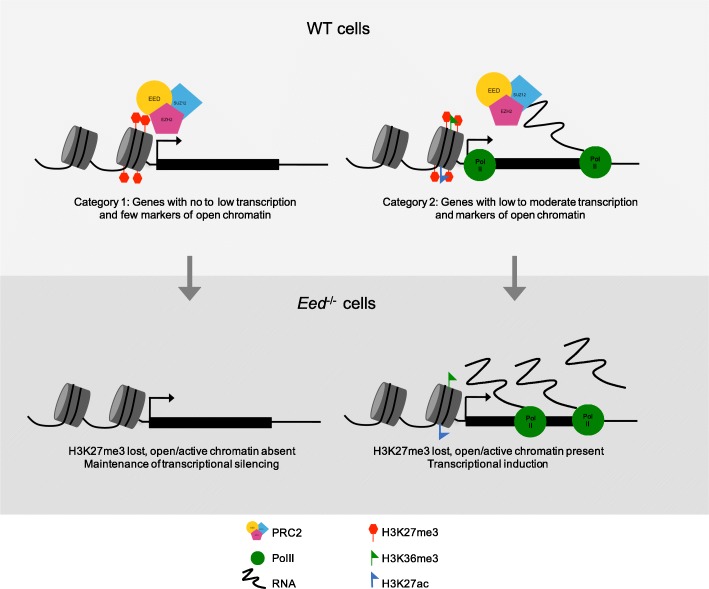
A model for PRC2 function in repressing genes. Two classes of X-linked genes are distinguished by chromatin architecture. One gene set is characterized by little to no expression from the paternal-X in WT cells and harbors only H3K27me3 at the TSSs. Upon loss of EED, these genes maintain a relatively closed chromatin conformation and are not predisposed to activation. A second class of genes is characterized in WT cells by RNA PolII occupancy and open chromatin architecture and low-level transcription. Upon loss of EED and H3K27me3, the open chromatin architecture and RNA PolII occupancy facilitate rapid upregulation of these genes

### Bivalency-independent active chromatin at genes subject to derepression

Based on the overlap of the repressive H3K27me3 mark with features of active/open chromatin at TSSs, the derepressed genes in *Eed* ^–/–^ TSCs may belong to the “bivalent” class of genes originally identified in ESCs and in early embryos. Bivalent genes harbor both H3K27me3 and the H3K4me2/3 marks associated with active chromatin [65–68]. Marking by H3K4me2/3 is thought to induce the bivalent genes upon loss of EED/PRC2 in ESCs [65]. Similarly, bivalency has been put forth as the reason why genes in differentiating adult mouse intestinal stem cells are derepressed in the absence of EED [69]. In contrast, we find that bivalency does not predict derepression of X-linked genes in *Eed* ^–/–^ TSCs. In WT TSCs, the genes that are derepressed in *Eed* ^–/–^ TSCs are not enriched for H3K4me2 as compared with non-derepressed genes. Our data suggest that bivalency may be an imperfect proxy of open/transcriptionally active chromatin configuration. Rather than H3K4me2/3, we propose that enrichment of RNA PolII, H3K27ac, and H3K36me3 predicts which PRC2-target genes need PRC2 for repression broadly. In agreement, in WT ESCs bivalent genes that are highly susceptible to induction upon EED loss display low levels of productive transcription and DNAseI hypersensitivity.

### A novel role for EED in regulation of X-linked gene expression

Our previous analysis of *Eed* ^–/–^ TSCs concluded that EED is required to maintain silencing of genes on the inactive-X only upon differentiation of trophoblast progenitor cells in vivo and in TSCs in vitro [35]. The earlier study assessed expression of a limited number of X-linked genes and therefore may have missed the X-inactivation defects in undifferentiated TSCs. In agreement with our data herein, a recent report has detected leaky expression in WT TSCs of some inactive X-linked genes that coincides with decreased deposition of H3K27me3 [70]. Intriguingly, the loss of dosage compensation of the derepressed genes in the WT or *Eed* ^–/–^ TSCs is not catastrophic, since both sets of TSCs are viable and are able to proliferate. TSCs may therefore be insensitive to the dosage imbalance between the sexes of the subset of derepressed X-linked genes. Though dosage compensation of these genes is not required in the undifferentiated TSCs, their dose may need to be balanced later during differentiation of the trophoblast lineage. Consistent with a differentiation-dependent requirement for correct dosage compensation, *Eed* ^–/–^ TSCs are blocked in differentiation [35].

X-linked gene silencing defects observed in *Eed* ^–/–^ TSCs may also characterize random X-inactivation. A comprehensive analysis of the X-chromosome transcriptome in *Eed* ^–/–^ epiblast lineage by allele-specific RNA-seq, however, may reveal a gene-specific requirement for EED in random X-inactivation much as in imprinted X-inactivation. Whereas the analysis of expression from the inactive-X in a randomly inactivated population of cells is not directly feasible by high-throughput approaches, sequencing of single cells or of a population of cells in which random X-inactivation has been biased may be a viable strategy [39, 45–48]. If one of the two X chromosomes is preferentially inactivated in all of the cells that would normally be randomly inactivated, then allele-specific RNA-seq can be exploited to catalog gene expression defects across the X chromosome, including in an *Eed* ^–/–^ background.

## Conclusion

Despite the loss of the gene silencing elements Xist RNA and H3K27me3, only a small subset of genes on the inactive-X is derepressed in *Eed* ^–/–^ TSCs. The genes that are derepressed are characterized by elevated expression from and open chromatin features on the inactive X chromosome in WT cells. In sum, our findings reveal a unique mechanism by which PRC2 represses gene expression. Instead of ensuring complete silencing, PRC2 forestalls induction of inactive X-linked genes that are actively transcribed and characterized by specific open/active chromatin architecture, a mode of PRC2 function that may apply broadly.

## Methods

### Mice

Mice harboring a conditional mutation in *Eed* were generated by the University of Michigan Transgenic Animal Model Core using *Eed* ^tm1a (EUCOMM)Wtsi^ targeted ESCs (EUCOMM). Briefly, the ESCs were injected into blastocysts and implanted into pseudopregnant females. Males with high percentages of chimerism were bred and assessed for germline transmission. In the targeted ESCs, FRT sites flank a ß-Geo-pA cassette, which was removed by breeding *Eed* ^tm1a (EUCOMM)Wtsi^ mice with mice expressing FLP recombinase to generate the *Eed* ^fl/fl^ allele [71]. A *Mus molossinus* JF1 X chromosome was introgressed to generate *Eed* ^fl/fl^;*X* ^JF1^ *Y* males, which were bred to *Mus musculus Eed* ^fl/fl^ females that were backcrossed onto the 129/S1 background to derive TSC lines.

### TSC derivation and culture

TSCs were derived and cultured as previously described [35, 43].

### Generating stable *Eed*^–/–^ TSCs

The F1 hybrid *Eed* ^–/–^ TSC lines were derived by first plating the F1 hybrid *Eed* ^fl/fl^ TSCs at a 1:24-1:48 dilution into six-well dishes pre-seeded with mouse embryonic fibroblasts (MEFs) and allowed to adhere until the following day. The *Eed* ^fl/fl^ TSCs were then transduced with Ad5-CMV-Cre (Adenovirus type 5, University of Michigan Viral Vector Core adenoviral construct, 4 × 10^12^ particles/mL) at a multiplicity of infection (MOI) of 1000. Once cell colonies were large enough, they were subcloned into 96-well dishes pre-seeded with MEFs and re-transduced the next day with Adeno-Cre at MOI of 1000. After splitting into six-well dishes with pre-seeded MEFs, the TSCs were transduced again the next day. A portion of each 96-well samples was lysed for DNA genotyping to assess the efficiency of Cre-mediated deletion of the *Eed* floxed alleles. Subcloning, transduction, and genotyping procedures were repeated until a pure population of *Eed* ^–/–^ TSCs was derived. The non-hybrid *Eed* ^–/–^ TSC line was derived from a *Eed* ^fl/fl^ TSC line harboring a tamoxifen-inducible *Cre* transgene [Tg(UBC-cre/ERT2)1Ejb/1 J; Jax # 70001]. The *Eed* ^fl/fl^ TSCs were cultured in standard TSC media containing 6–9 ug/mL 4-hydroxytamoxifen (Sigma, #H7904) to generate *Eed* ^–/–^ TSCs. *Eed* ^–/–^ TSCs were then maintained in culture in standard TSC medium supplemented with FGF4 and heparin.

### Immunofluorescence (IF), RNA FISH, and DNA FISH

IF, RNA FISH, and DNA FISH were performed as described in detail previously [33, 72–75].

### RNA-seq sample preparation

Total RNA was isolated from TRIzol (Life Technologies, #15596-018) according to the manufacturer’s instructions and submitted to the University of Michigan DNA Sequencing Core for Poly-A purification and strand-specific library preparation using the Illumina TruSeq Library preparation kit (Illumina, #RS-122-2103). Libraries were sequenced on the Illumina HiSeq2000 platform to generate 100 bp paired-end reads.

### Mapping of RNA-seq reads

For allele-specific analysis of X-linked gene expression, we identified 413,974 SNPs on the X chromosome based on previously published whole-genome sequencing of the parental strains used to generate the TSCs [40, 42]. SNP data from whole-genome sequencing of the 129/S1 and JF1/Ms mouse strains were substituted into the mm9 mouse reference genome build (C57BL/6 J) using VCFtools to generate in silico 129/S1 and JF1/Ms genomes. Sequencing reads were separately mapped to each of the two in silico genomes using STAR [76], allowing 0 mismatches in mapped reads to ensure allele-specific mapping of SNP-containing reads to only one strain-specific genome. STAR was selected for read mapping, in part due to the improved ability to handle structural variability and indels, with the goal of reducing mapping bias to the genome most similar to the reference genome; STAR is a spliced aligner capable of detecting structural variations, and is able to handle small insertions and deletions during read mapping. STAR additionally permits soft-clipping of reads during mapping, trimming the ends of long reads that cannot be perfectly mapped (see Additional file 1: Figure S2a–c). This function would permit clipping of reads that end near indels, thus preserving mappability at SNPs near indels. To test for mapping bias, RNA-seq data from TSC lines generated from both the initial and reciprocal crosses were compared. The WT and *Eed* ^–/–^ TSC lines comprise the initial cross and harbor a *M. musculus*-derived maternal X and a *M. molossinus*-derived paternal X. The reciprocal cross contains a *M. molossinus*-derived maternal X and a *M. musculus*-derived paternal X (E.M. and S.K., in prep). To test mapping variability, we assessed the variation in allelic expression across individual SNPs in the Xist gene; we found that variation between individual SNPs was minimal, suggesting robust mapping (Additional file 1: Figure S2d). 

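Across 73 covered SNP sites of Xist, the paternal share in WT lines was close to complete. It varied little from site to site in the Eed+/+ lines and more in Eedfl/fl. The mean over sites was 99.4% ± 0.923 (SD over 73 sites) in Eed+/+ 1, 99.4% ± 0.953 in Eed+/+ 2, 99.5% ± 0.908 in Eed+/+ 3 and 97.9% ± 6.08 in Eedfl/fl. Sites of a gene share reads and are not independent replicates. The shares rest on 27262 JF1/Ms SNP counts in Eedfl/fl and on 85675 to 121309 in the Eed+/+ lines.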

The normalized reads overlapping SNPs in maternal (active) or paternal (inactive) X chromosomes of both the initial and reciprocal cross WT TSCs were quantified and did not display a significant difference (Additional file 1: Figure S2e). In the normalized RNA-seq data, pairwise comparisons of the average SNP coverage per gene on the active X chromosome in three initial cross WT TSC lines (*Eed* ^*+/+*^) with the three reciprocal cross WT TSC lines were also very highly correlated (r > 0.91) (Additional file 1: Figure S2f). The variability in mapping to the active-X between the initial and reciprocal cross TSCs was similar to the mapping of the active-X within the initial cross TSC lines (r > 0.94) (Additional file 1: Figure S2f). These data suggest that the variability due to mapping bias between the two genomes is minimal. Although small biases may affect allelic mapping at a subset of SNP sites within a gene, the effect is mitigated since most genes contain multiple SNPs (average eight SNPs/gene; see Fig. 3a).

### Allele-specific analysis of RNA-seq data

For allelic expression analysis, only RNA-seq reads overlapping known SNP sites that differ between the 129/S1 and JF1/Ms genomes were retained. All multi-mapping reads were excluded from the analysis. For each SNP site, reads mapping to the 129/S1 and JF1/Ms X chromosomes were counted and the proportion of reads from each X chromosome identified. Allelic expression was calculated individually for each SNP site; for genes containing multiple SNPs, the paternal-X percentage for all SNPs was averaged to calculate gene-level allelic expression.

### Differential expression analysis

For differential expression analysis of paternal-X expression, all reads were first merged into a single alignment file and the number of reads per RefSeq annotated gene was counted using HTSeq. To calculate paternal-X expression for DESeq2 analysis, the total read counts from HTSeq were normalized by library size, then the number of mapped reads for each gene was multiplied by the proportion of SNP-containing reads mapping to the paternal X chromosome, calculating $$ \left\{\mathrm{total}\kern0.5em \mathrm{reads}\kern0.5em \times \kern0.5em \left(\frac{\mathrm{paternal}\kern0.5em \mathrm{reads}}{\mathrm{maternnal}\kern0.5em \mathrm{reads}\kern0.5em +\kern0.5em \mathrm{paternal}\kern0.5em \mathrm{reads}}\right)\right\} $$. Differential expression analysis for the paternal-X expression level was then carried out using DESeq2.

### Reverse transcriptase polymerase chain reaction

Total RNA was isolated from TRIzol following the manufacturer’s instructions, then Poly-A+ selected using DynaBeads mRNA Direct kit (Life Technologies, #61012). SuperScript III One-Step RT-PCR Kit with Platinum *Taq* enzyme mixture (Life Technologies, #12574-035) was used to prepare and amplify the complementary DNA (cDNA). Primer sequences and SNP information for each amplicon are included in Additional file 6: Table S5. Amplified cDNAs were run on agarose gels and purified using the Clontech NucleoSpin Kit (Clontech, #740609). The purified cDNAs were then Sanger sequenced and sequencing traces were examined for SNPs characteristic of the *M. molossinus*-derived X chromosome and the *M. musculus*-derived X chromosome.

### Quantitative RT-PCR

Total RNA was isolated from TRIzol following the manufacturer’s instructions. DNase treatment of total RNA was performed using DNA-free DNA Removal Kit (Ambion, #1906) following the manufacturer’s instructions. A total of 0.5 μg of DNaseI-treated total RNA was used for cDNA synthesis using SuperScript III First-Strand synthesis system (Life Technologies, #18080) using a gene-specific reverse primer. A total of 1 μl (Xist or TBP) or 5 μl (Tsix) of cDNA was used in the qPCR reaction using SYBR FAST qPCR kit (Kapa Biosystems, #KK4600). Primer sequences are described in Additional file 6: Table S5.

### PCR

For DNA isolation, cell pellets from TSCs were lysed in buffer composed of 50 mM KCl, 10 mM Tris-Cl (pH 8.3), 2.5 mM MgCl_2_, 0.1 mg/mL gelatin, 0.45% NP-40, and 0.45% Tween-20. Cells in lysis buffer were incubated at 50 °C overnight, then stored at 4 °C until use. Genomic PCR reactions were carried out in ChromaTaq buffer (Denville Scientific) with 1.5 mM MgCl_2_ using RadiantTaq DNA polymerase (Alkali Scientific, #C109). Primer sequences and SNPs are described in Additional file 6: Table S5.

### X-chromosome paint

Fixed and permeabilized TSCs on coverslips were denatured in a pre-warmed solution of 2X SSC/70% formamide at 95 °C, as with DNA FISH (above). Samples were immediately dehydrated through a –20 °C ethanol series (70%, 85%, 95%, and 100% ethanol) for 2 min each followed by a final drying period for 15 min at room temperature. The coverslips with dried cells were inverted onto a glass slide with 8 μL of XCyting X-chromosome Paint (Metasystems, #D-1420-050-Fl). The cells and probe were then denatured together for an additional 2 min at 75 °C. The cells were then hybridized overnight at 37 °C in a humid chamber. Hybridized samples were washed once for 2 min at 75 °C in 0.4X SSC, pH7, with a 1:250,000 dilution of DAPI, then once for 30 s in 2X SSC with 0.2% Tergitol. Samples were then rinsed briefly with ddH_2_0 to prevent formation of salt crystals and allowed to air dry briefly. Dried samples were mounted on glass slides with Vectashield and sealed with clear nail polish.

### Microscopy

Stained samples were imaged using a Nikon Eclipse TiE inverted microscope with a Photometrics CCD camera. The images were deconvolved and uniformly processed using NIS-Elements software.

### Profiling of chromatin modifications

DNAseI-seq data and ChIP-seq data for H3K27me3, RNA PolII, H3K27ac, H3K4me2, and H3K36me3 were sourced from a study of F1 hybrid TSCs by Calabrese et al. [39], as part of GEO dataset GSE39406. RNA PolII ChIP was performed with an antibody detecting an N-terminal epitope, thus detecting both elongating and paused RNA polymerase. Allele-specific read calls were summed for each SNP identified between strains and the percent of total inactive-X reads calculated. These SNP percent values were then cross-referenced with library-size normalized Wiggle tracks for each modification based on peak calling using the MACs algorithm [39]. For regions containing SNPs, the proportion of inactive-X expression of a given peak was calculated based on the percentage of inactive X-specific reads overlapping SNP sites within the peak. ChIP-seq data assigned to the inactive-X were subdivided into 50-bp bins along the span of the X chromosome. Allelic ChIP-seq peak depth was calculated by averaging the 50-bp bins into 500-bp sections spanning from 10 kb upstream to 10 kb downstream of the TSSs of genes.

### Analysis of Xist RNA binding profiles

Xist RNA binding data were sourced from a CHART-seq study by Simon et al. [61], as part of GEO dataset GSE48649. Bedgraph tracks for allelic Xist binding were subdivided into 50-bp bins along the span of the X chromosome. CHART-seq read depth surrounding the TSSs of genes was calculated by averaging the 50-bp bins into 500-bp sections spanning from 10 kb upstream to 10 kb downstream of the TSS of each gene. CHART-seq values for individual genes were then averaged for each bin. CHART-seq read depth within gene bodies was calculated by averaging 50-bp bins into 40 bins of even length spanning the TSS to the transcription termination site of individual genes. CHART-seq values for individual genes were then averaged for each bin.

### Analysis of evolutionary strata

X-chromosome gene coordinates from all exons of the Ensembl mouse annotation for the mm9 genome build were superimposed onto the human genome (hg19 build) using UCSCs LiftOver tool. For mouse X-chromosome genes with coordinates mapping to the human X chromosome, gene locations were plotted based on the start coordinate of both mouse and human genes. Genes were assigned to evolutionary strata based on human coordinates, with stratum boundaries defined based on previously published analysis of the Y chromosome [59].

## Additional files

Additional file 1: Supplementary **Figures S1**–**S9.**

Additional file 2: **Table S1.** Allele-specific read counts for genes assayed by RNA FISH.

Additional file 3: **Table S2.** Paternal allele expression for X-chromosome genes with ≥ 10x coverage at SNP sites.

Additional file 4: **Table S3.** Differential expression results for calculated paternal-X expression between WT and *Eed* ^–/–^ TSCs.

Additional file 5: **Table S4.** Paternal allele expression for X-chromosome genes with ≥ 5x coverage at SNP sites.

Additional file 6: **Table S5.** SNP locations and primer sequences for RT-PCR, Genomic PCR, and qRT-PCR amplicons.

# Supplementary material for: PRC2 represses transcribed genes on the imprinted inactive X chromosome in mice
**Source:** Genome Biol. 2017 May 3;18:82. doi: 10.1186/s13059-017-1211-5
**Supplement:** Supplementary file 1 — Supplementary Figures S1–S9.

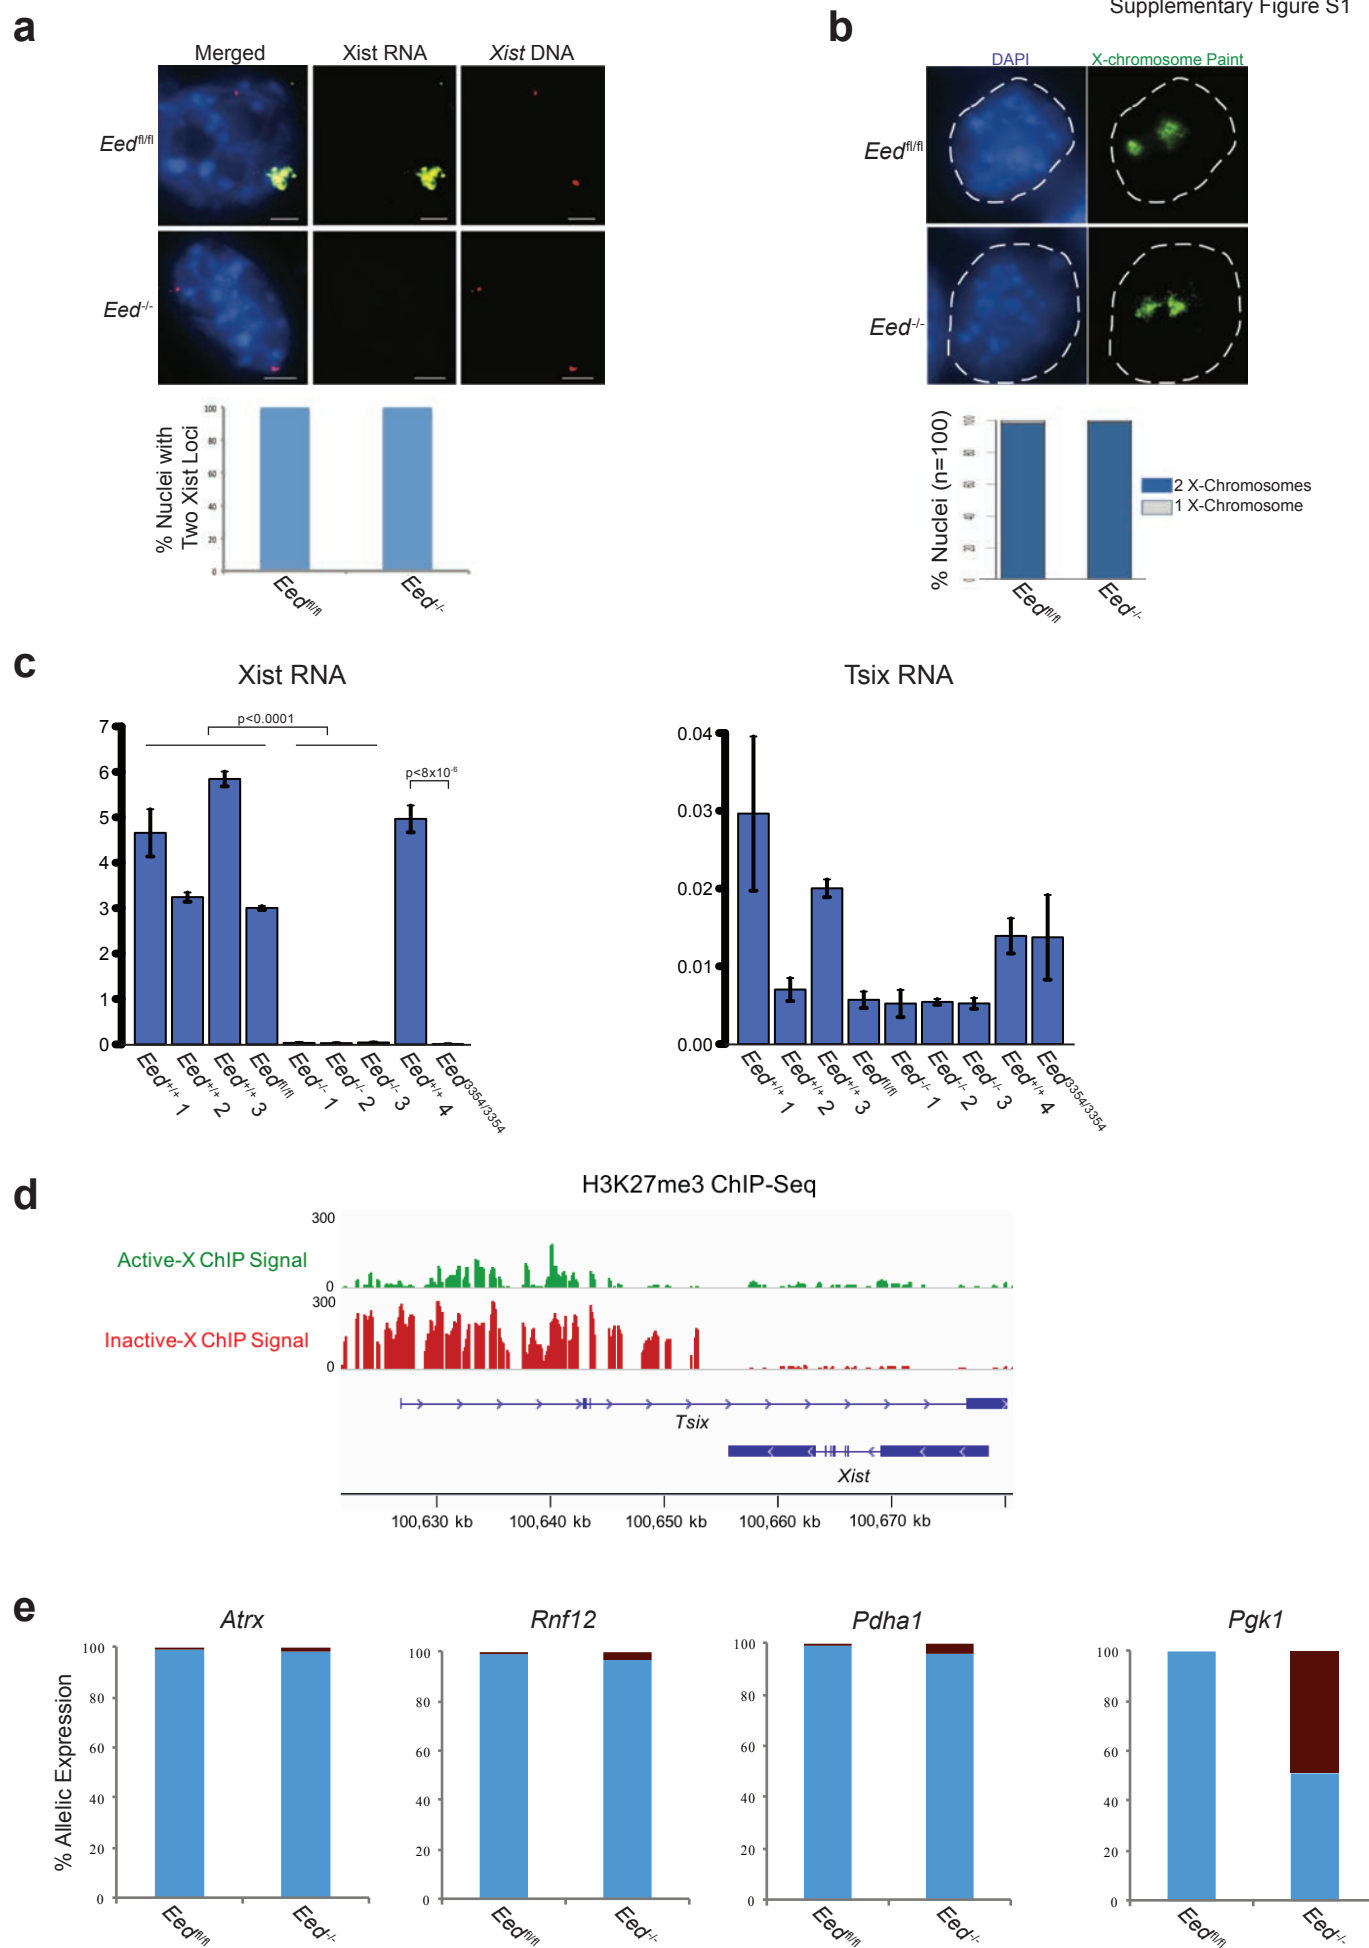

Figure S1 Characterization of Xist RNA expression in *Eed*^{-/-} TSCs. **a** Combined Xist RNA FISH and *Xist* DNA FISH demonstrates two *Xist* loci in *Eed*^{-/-} TSCs. Xist RNA is detected in green and Xist DNA in red (pinpoints). Nuclei are stained blue with DAPI. Scale bar, 2 μm. Bottom, quantification of Xist DNA FISH data. **b** Detection of X-chromosomes via X-chromosome paint (DNA FISH) demonstrates two X-chromosomes in *Eed*^{-/-} TSC lines. Top, representative nucleus from each genotype. Bottom, quantification of X-chromosome number. n = 100 nuclei/sample. **c** Quantitative RT-PCR measurement of Xist and Tsix RNAs in the indicated TSCs. Y-axis represents 2^{-dCt} for Xist/Tsix normalized to TBP. Error bars represent the standard deviation from 3 replicates. The *Eed*^{3354/3354} TSCs were derived as part of Kalantry et al. (2006) [35]. **d** Enrichment of H3K27me3 at *Xist* promoter region on the inactive paternal-X in WT TSCs. **e** RNA FISH analysis of X-linked gene expression in non-hybrid *Eed*^{fl/fl} and *Eed*^{-/-} TSC lines as for the F1 hybrid TSC lines in Fig. 2. This *Eed*^{fl/fl} TSC line harbors a tamoxifen-inducible CRE transgene (*Ubc-Cre-ERT2*) and gave rise to the *Eed*^{-/-} TSC line (See Methods for details). 100 nuclei counted/gene/TSC sample.

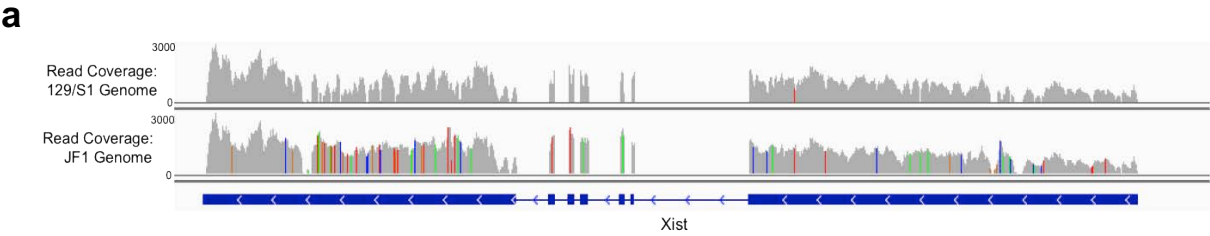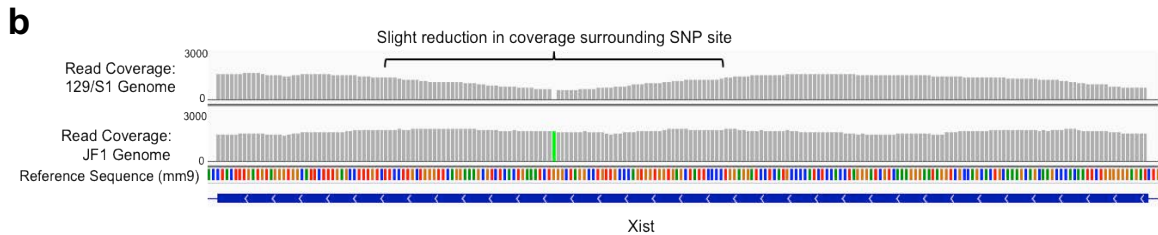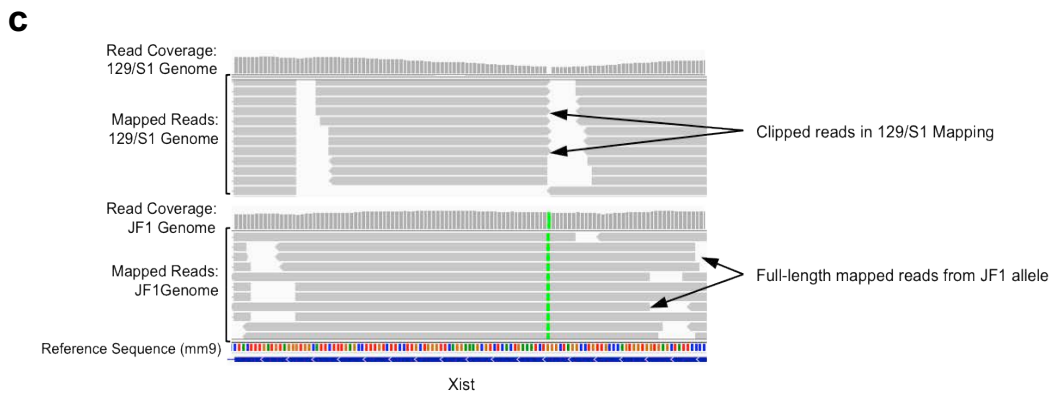

d

Allelic Expression and Inter-SNP Variability in <i>Xist</i> RNA			
TSC Line	Average % Paternal-X Expression (from total reads)	Average % Paternal-X Expression (averaged across individual SNPs)	Variance Between Paternal-X Expression for Individual SNPs
<i>Eed</i> ^{+/+} 1	98.7%	98.7%	0.004
<i>Eed</i> ^{+/+} 2	98.5%	98.6%	0.004
<i>Eed</i> ^{+/+} 3	98.4%	98.5%	0.004
<i>Eed</i> ^{fl/fl}	98.2%	98.3%	0.004

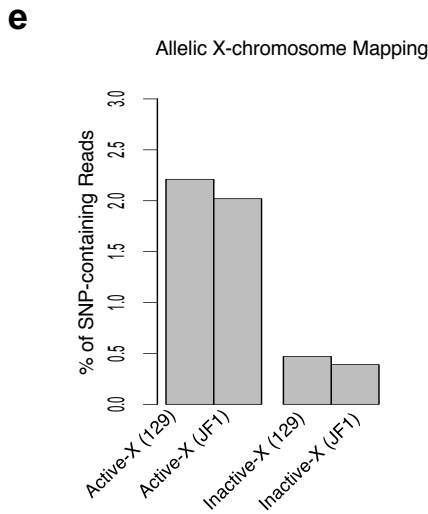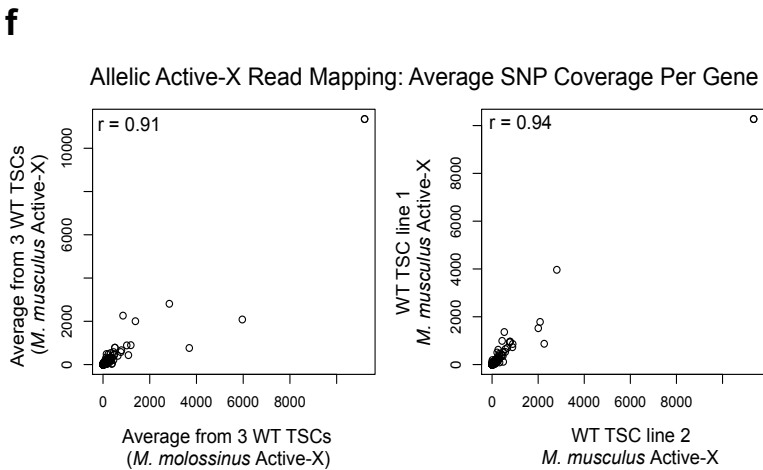

Figure S2 Allelic read mapping of RNA-Seq data with STAR. **a-c** Varying resolutions of reads and read coverage at the *Xist* locus from a representative WT TSC line mapped separately to the 129/S1 and JF1 *in silico* genomes. Because *Xist* RNA is expressed from the paternally-inherited JF1 X-chromosome, SNP-overlapping *Xist* RNA reads map to the JF1 allele. Colored bars indicate base pairs where the sequence of reads mapped to the 129/S1 genome (top) or JF1 genome (bottom) differs from the C57/Bl6 genome, thus marking SNP sites (**a**). At SNP sites, *Xist* RNA reads are reduced and do not map to the 129/S1 allele and are clipped adjacent to the SNP site (**b-c**). **d** Assessment of inter-SNP variability in the *Xist* RNA reads. **e** An assessment of read mapping bias to the 129/S1 vs. JF1 X-chromosomes. Left, proportion of total SNP-overlapping reads mapping to the active-X or inactive-X in reciprocal F1 hybrid TSC lines. Three lines each harboring a *M. musculus* 129/S1-derived active-X and a *M. molossinus* JF1-derived inactive-X (analyzed in this study) and three TSC lines harboring a *M. molossinus*-derived JF1 active-X and a *M. musculus*-derived 129/S1 inactive-X (E.M. and S.K., in prep) were analyzed. **f** Left, average gene-level read mapping to the active-X in reciprocal F1 hybrid TSC crosses. Y-axis, active-X mapping in three TSC lines harboring a *M. musculus* active-X and a *M. molossinus* inactive-X. X-axis, active-X mapping from the reciprocal cross. The number of normalized reads mapping to SNP sites in individual genes on the active-X genome is highly similar between the two data sets ($r = 0.91$), suggesting minimal read mapping bias. Right, analysis of active-X read mapping for two individual lines of the initial cross analyzed in this study. The active-X mapping is again highly similar between samples ($r = 0.94$). Thus, the variation in mapping to the X-chromosomes of the two strains is minimal.

a

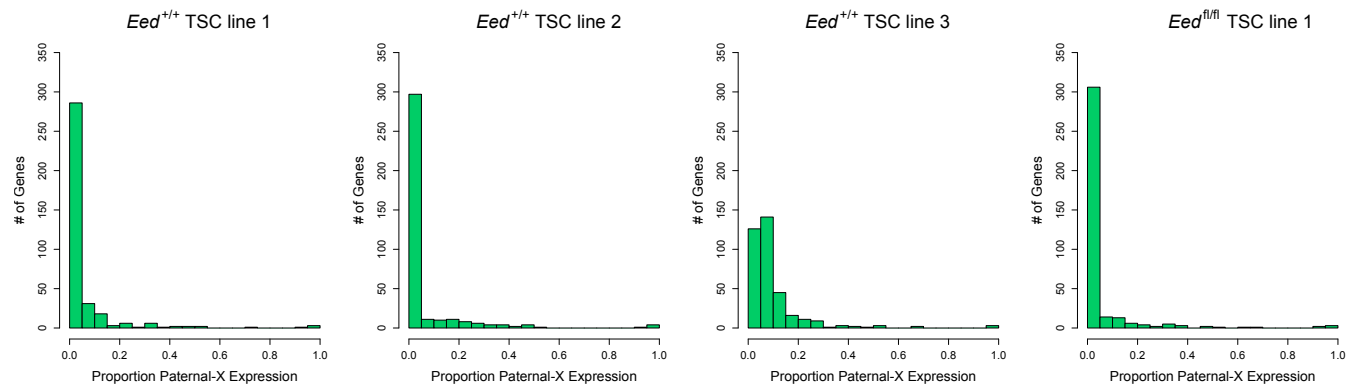

b

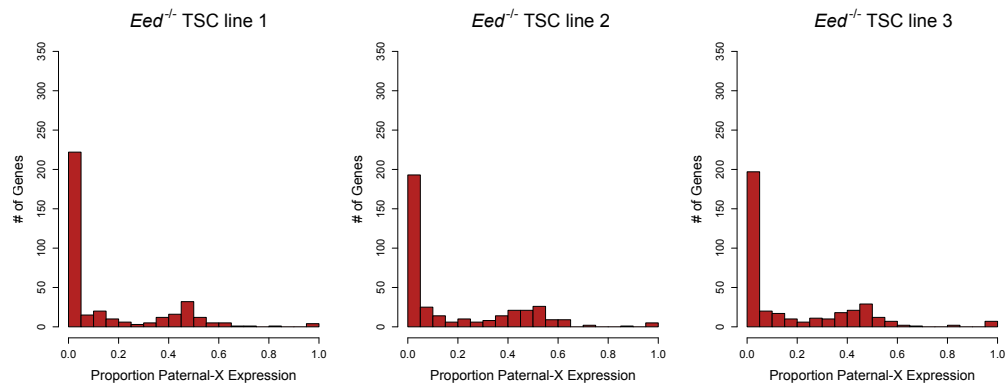

Figure S3 Distribution of allelic expression profiles for X-linked genes in individual TSC

lines. a Distribution of paternal-X expression of the 364 genes reaching the 10X coverage threshold in the four WT TSC lines. **b** Distribution of paternal-X expression of the 371 genes reaching the 10X coverage threshold in the three *Eed*^{-/-} TSC lines. A greater proportion of genes in *Eed*^{-/-} TSC lines show $\geq 10\%$ expression from the paternal-X. For the set of genes that satisfied the 10X coverage threshold only in WT or only in *Eed*^{-/-} TSCs (7% and 9% of the genes with allelic information, respectively), the ratios of paternal allele:total expression could not be compared between genotypes. For these subsets of genes, we calculated the percent paternal allele expression in the individual genotypes. Of the 26 genes that reached the 10X threshold of SNP-overlapping reads in only the WT TSC lines, only one, *Xist*, was expressed from the paternal allele. 

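In the deposited read lists 15 genes reached 10 reads at a SNP site in every WT line but not in every Eed-/- line, and 1 of these (6.67%), Xist, had at least 10% paternal-X expression in every WT line. Of the other genes, Rps6ka6, a kinase gene, had a WT mean of 13.3% and 4933407K13Rik of 11.7%, each with at least 1 WT line under 10%. Tmem47, Tspan6 and Srpx2 had a WT mean of 0%. These genes fall outside the rule for named genes and were chosen after their values were seen.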

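In the 3 Eed-/- lines but not in all WT lines, 36 genes reached 10 reads at a SNP site, and 15 of them (41.7%) had at least 10% paternal-X expression in every Eed-/- line. Foxp3, the transcription factor gene of regulatory T cells, was at 58.8% ± 2.43 (SD, n = 3), Plp1, a myelin protein gene, at 47.6% ± 29.6 (SD, n = 3), Porcn, which encodes an acyltransferase of Wnt proteins, at 43.9% ± 6.51 (SD, n = 3), and the protease-like gene Capn6 at 45.9% ± 7.43 (SD, n = 3). Others were low, such as L1cam, a neural adhesion protein gene, at 0.219% ± 0.322 (SD, n = 3). These 5 examples fall outside the rule for named genes and were chosen after their values were seen.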

For the 33 genes that satisfied the $\geq 10X$ SNP-overlapping read coverage threshold only in *Eed*^{-/-} TSCs, a higher proportion of the X-linked genes were expressed from the paternal allele (9, or 27%).

a

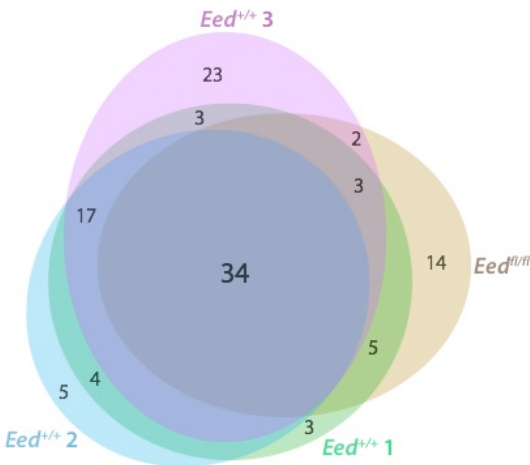

b

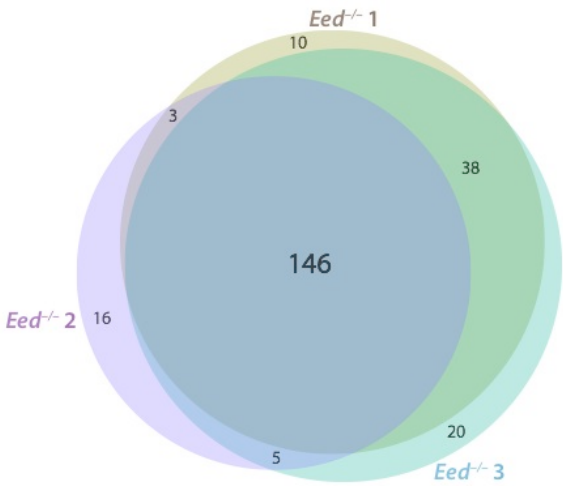

c

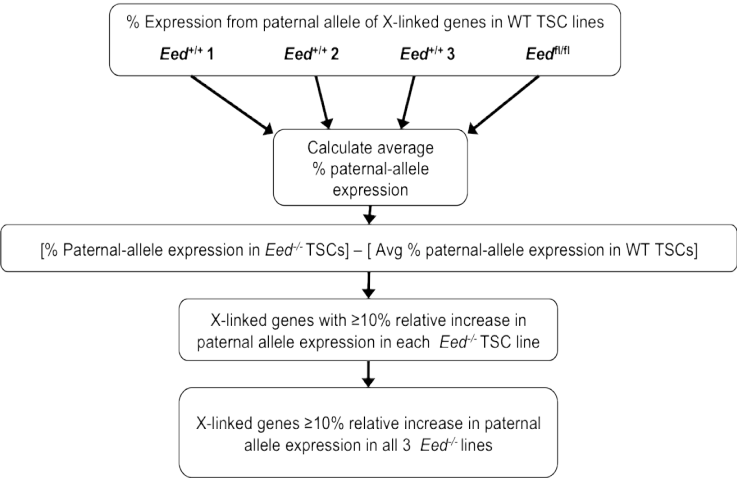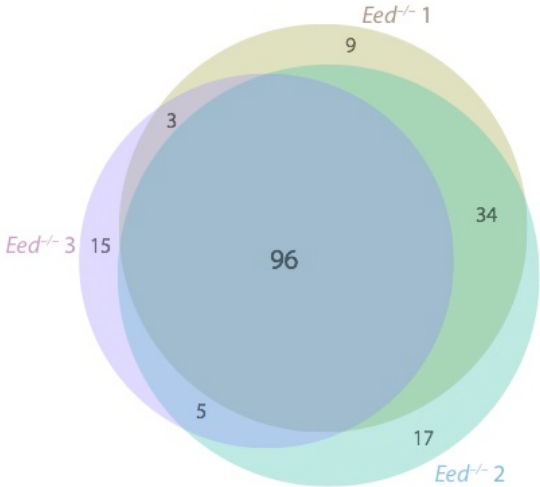

d

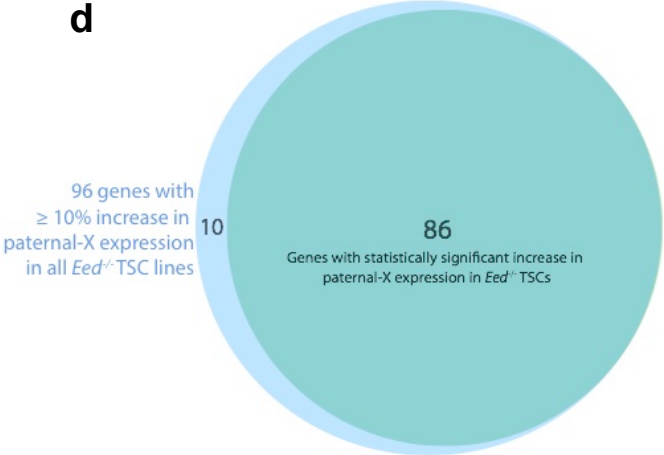

e

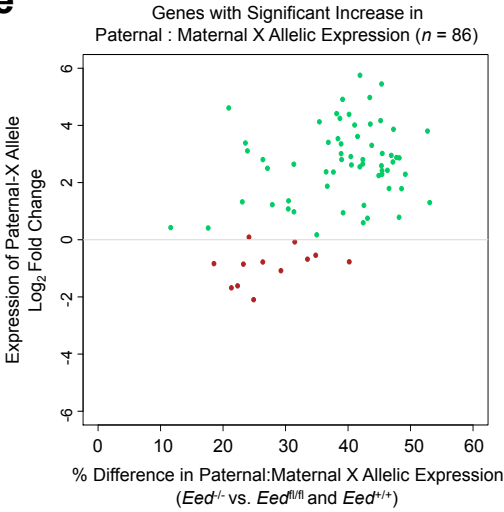

Figure S4 Identification and characterization of genes expressed from the paternal X-chromosome in WT and *Eed*^{-/-} TSC lines at 5X read coverage threshold. **a-b** Euler diagrams assessing expression from the paternal X-chromosome totaling $\geq 10\%$ of total expression in three WT *Eed*^{+/+} TSC lines and one WT *Eed*^{fl/fl} TSC line (**a**) and in three *Eed*^{-/-} TSC lines (**b**). **c** Comparison of percent paternal-X expression in *Eed*^{-/-} TSCs compared to WT TSCs. Percent paternal-X expression for individual *Eed*^{-/-} lines was compared to the average percent paternal-X expression in WT TSCs (left). **d** Identification of genes with statistically significant difference in percent paternal-X expression in *Eed*^{-/-} TSCs compared to WT TSCs. Percent paternal-X expression in the four WT TSC lines and three *Eed*^{-/-} TSC lines was compared by T-test and the p-values were corrected for multiple testing (Benjamini-Hochberg; FDR=0.1) as in Fig. 4. **e** Plot of log₂ fold change between genotypes in the expression of paternal allele (Y-axis) versus percent difference in paternal allele expression between *Eed*^{-/-} and WT TSCs (X-axis) for the 86 X-linked genes exhibiting a relative increase in the proportion of paternal:maternal allele expression, as calculated by DESeq2 [49]. Seventy-four genes are upregulated (green) and twelve genes are downregulated or show no effective change in expression (red) from the paternal-X.

a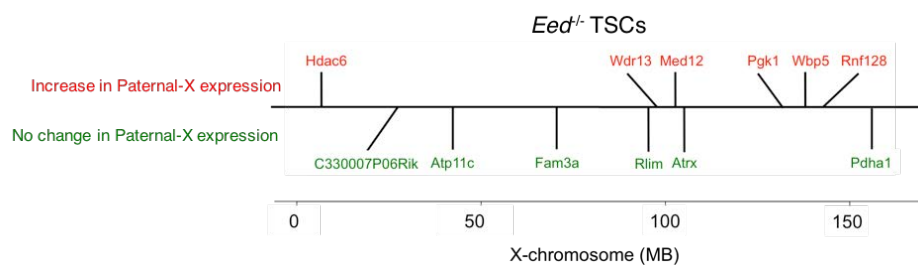**b**

Paternal X-lined Genes Derepressed in *Eed*^{-/-} TSCs
cDNA

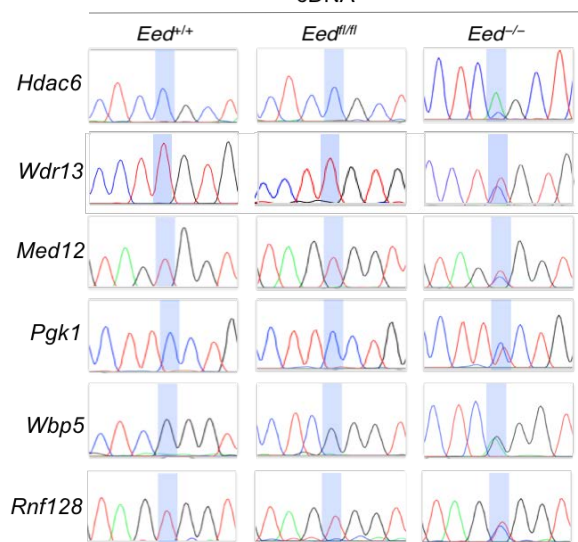**c**

Paternal X-lined Genes Not Derepressed in *Eed*^{-/-} TSCs
cDNA

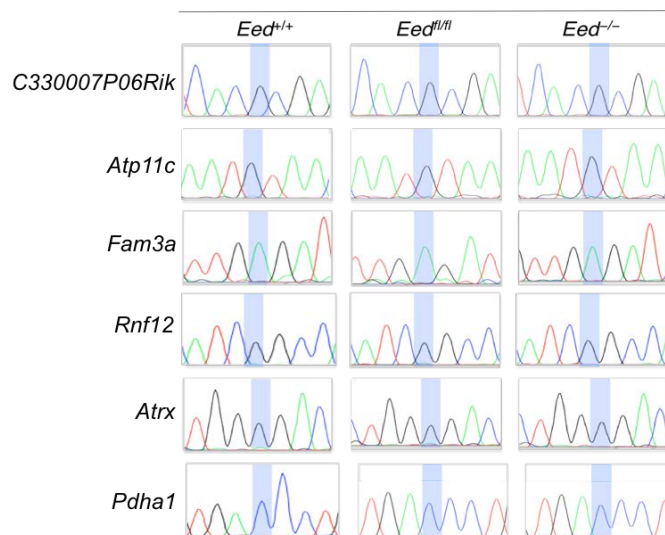**d**

Paternal X-lined Genes Derepressed in *Eed*^{-/-} TSCs
gDNA

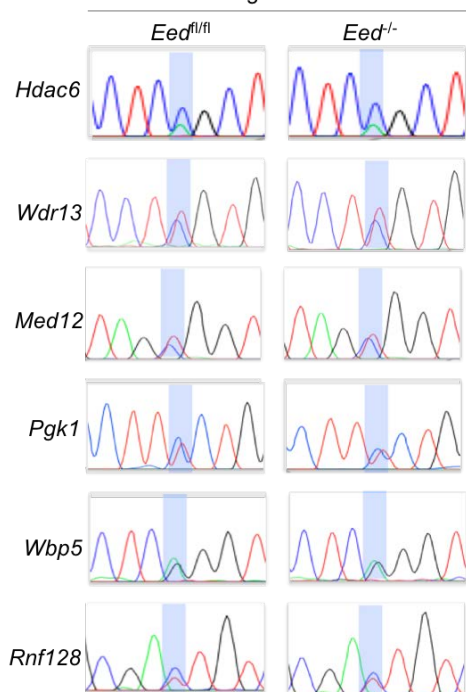**e**

Paternal X-lined Genes Not Derepressed in *Eed*^{-/-} TSCs
gDNA

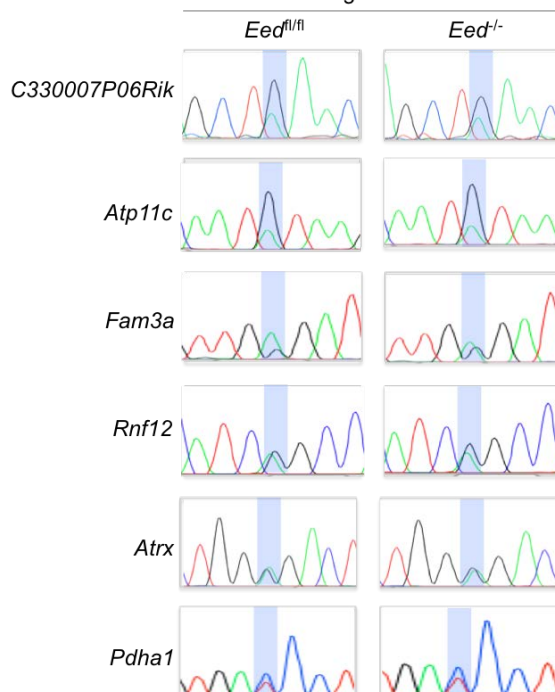

Figure S5 Validation of RNA-Seq results by RT-PCR and Sanger sequencing. **a** Schematic of chromosomal locations of genes selected for validation from the RNA-Seq data. **b** Sanger sequencing chromatograms of amplified cDNAs from the derepressed paternal X-linked genes in *Eed*^{-/-} TSC lines by RNA-Seq. Blue highlights mark SNPs that differ between the 129/S1 strain (maternally-inherited X-chromosome) and the JF1/Ms strain (paternally-inherited X-chromosome). In all cases, expression from only the maternal allele is observed in *Eed*^{+/+} and *Eed*^{fl/fl} TSC lines, whereas both the maternal and paternal alleles are expressed in *Eed*^{-/-} TSC lines. **c** Sanger sequencing chromatograms of cDNAs from the non-derepressed genes. These six X-linked genes exhibit no change in paternal allele expression in *Eed*^{-/-} TSCs by RNA-Seq. In all cases, only the maternal allele of these genes was expressed in all genotypes. **d** Sanger sequencing of DNA amplicons detects both the 129/S1 and JF1 alleles in WT and *Eed*^{-/-} TSCs for the six derepressed genes assayed by RT-PCR. **e** Sanger sequencing of DNA amplicons detects both the 129/S1 and JF1 alleles in WT and *Eed*^{-/-} TSCs for the six non-derepressed genes assayed by RT-PCR.

a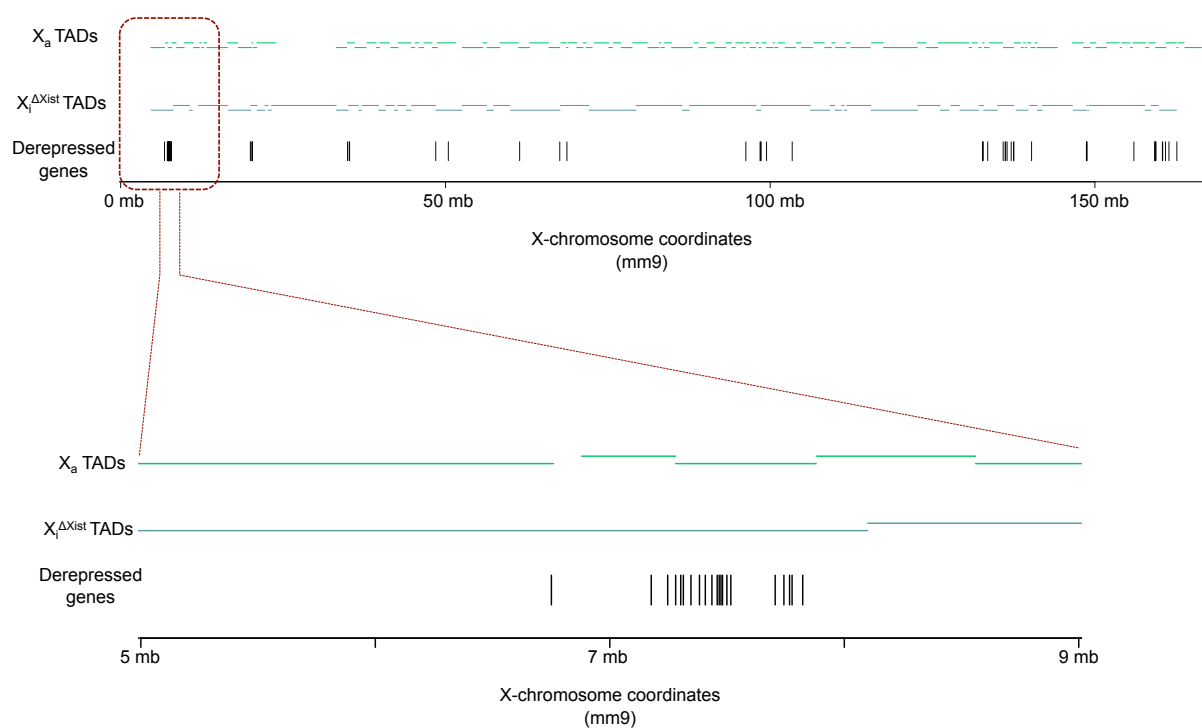**b**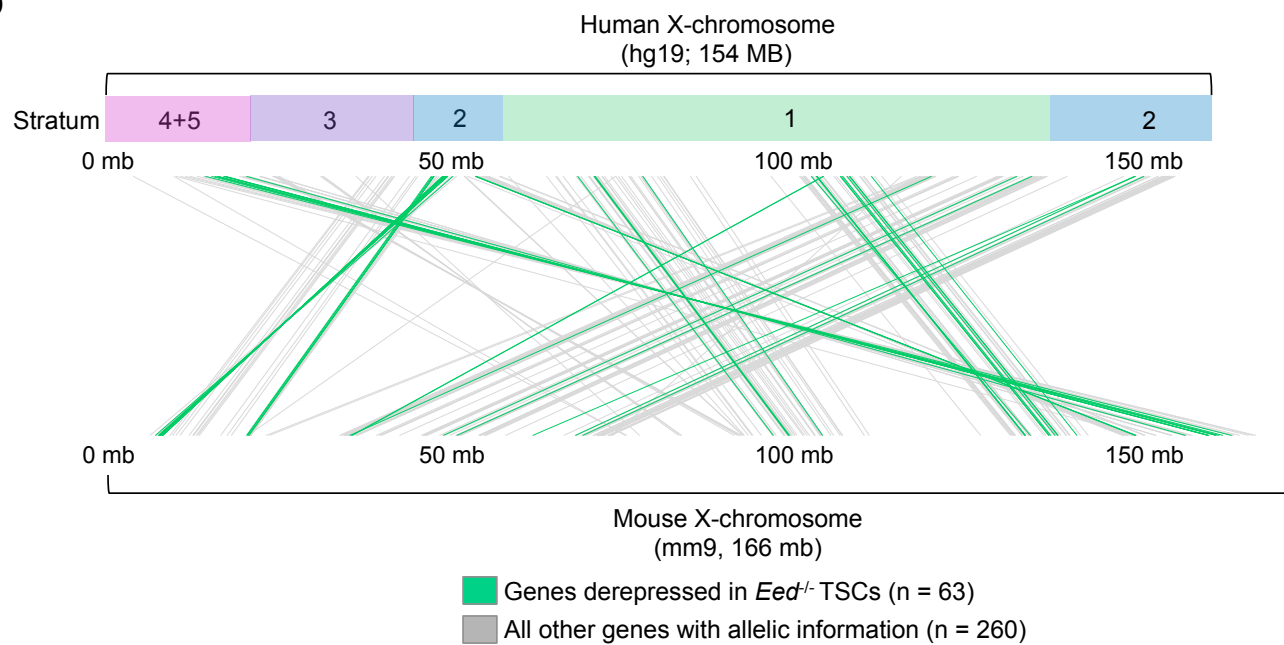

Figure S6 Topological structure and evolutionary stratum membership of the X-chromosome do not influence susceptibility to derepression. **a** Locations of active X-chromosome TADs and the X-linked genes derepressed in *Eed*^{-/-} TSCs. Horizontal lines mark active X-chromosomal TADs [50,51]. Derepressed genes (locations indicated by vertical lines) do not cluster in individual TADs or at TAD boundaries. **b** The X- and Y- chromosomes are believed to have evolved from a pair of identical autosomes [55,56]; as the proto-X and proto-Y diverged, the proto Y-chromosome lost many of its genes. The loss of genes on the proto Y-chromosome is proposed to have driven dosage compensation on the X-chromosome in a piecemeal fashion [55,57-59]. On the human X-chromosomes, the set of genes that underwent dosage compensation at similar times during evolution, termed evolutionary strata, are collinear with map position [57-59]; the mouse X-chromosome has undergone rearrangements, but analysis of nucleotide divergence demonstrates that mouse X-chromosome genes belong to the same evolutionary strata as their human homologs [60]. To identify whether each derepressed gene is a member of one of the ancient evolutionary strata or one of the newer strata, each mouse gene coordinate for all X-linked genes with allelic information was converted to human coordinates. Lines illustrate the location of homologous human X-linked genes compared to mouse X-linked genes with an increase in paternal allele expression in *Eed*^{-/-} TSCs (green lines) vs. all X-linked genes with $\geq 10\times$ coverage (gray lines). Genes that require EED and/or Xist RNA for repression do not exhibit any significant clustering pattern within the evolutionary strata.

a

Xist RNA Binding to X-chromosome Genes: Transcription Start Site (TSS)

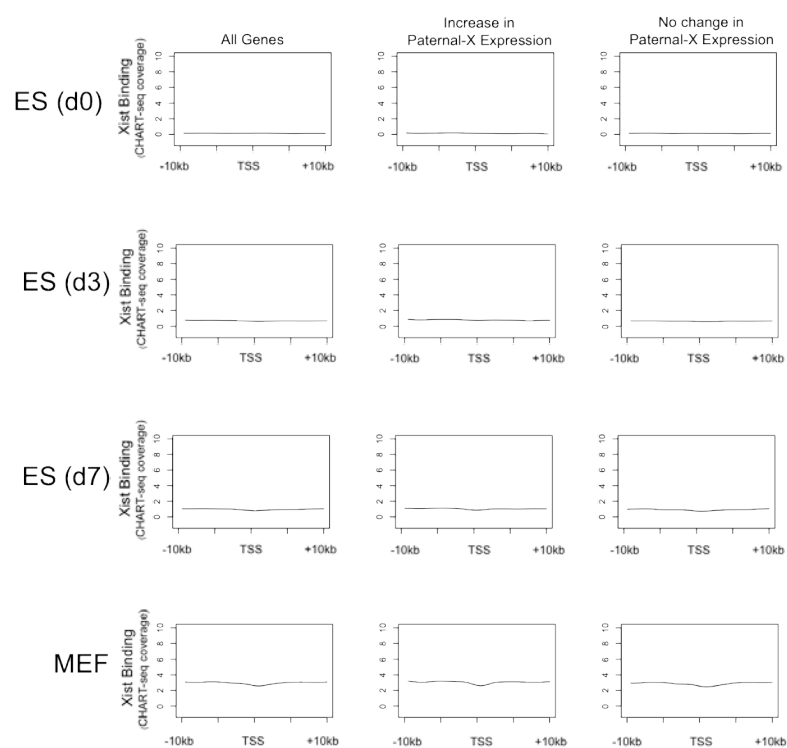**b**

Xist RNA Binding to X-chromosome Genes: Gene Body

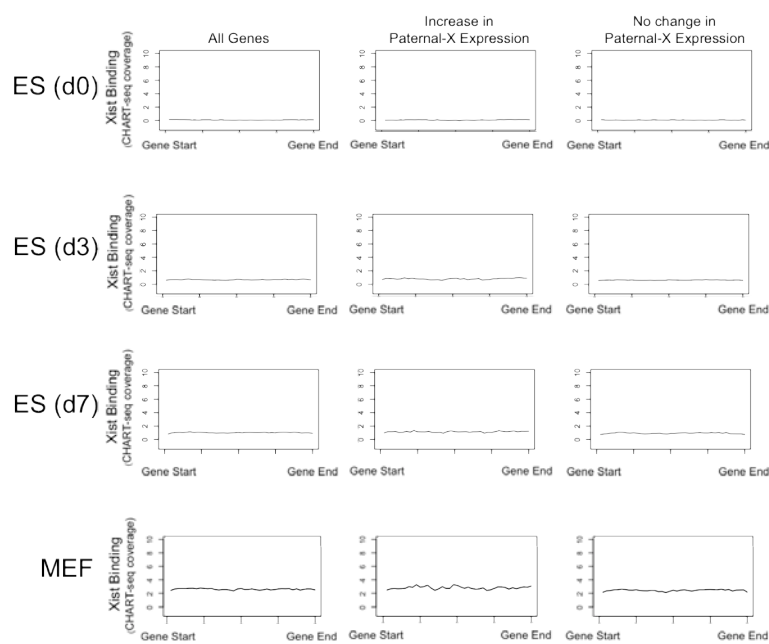

Figure S7 Xist RNA binding pattern on the inactive X-chromosome is not predictive of derepression of paternal X-linked genes in *Eed*^{-/-} TSCs. **a** Xist RNA binding profiles 10kb upstream and 10kb downstream of TSSs in WT ESCs 0, 3, or 7 days (d) following Xist RNA induction and fully X-inactivated terminally differentiated fibroblast (MEFs), as assessed by CHART-Seq [61]. Binding patterns are shown for all genes with allelic information, including genes that are derepressed as well as non-derepressed in *Eed*^{-/-} TSC lines. Genes subject to derepression do not exhibit increased Xist RNA accumulation at TSSs compared to non-derepressed genes. **b** Xist RNA binding profiles within gene bodies in ESCs 0, 3, or 7 d following Xist induction and fully X-inactivated mouse embryonic fibroblast (MEF) cells, as assessed by CHART-Seq [61]. Binding patterns are shown for all genes with allelic information, including genes that are derepressed as well as non-derepressed in *Eed*^{-/-} TSC lines. Genes subject to derepression do not exhibit increased Xist RNA accumulation in their gene bodies compared to non-derepressed genes.

a

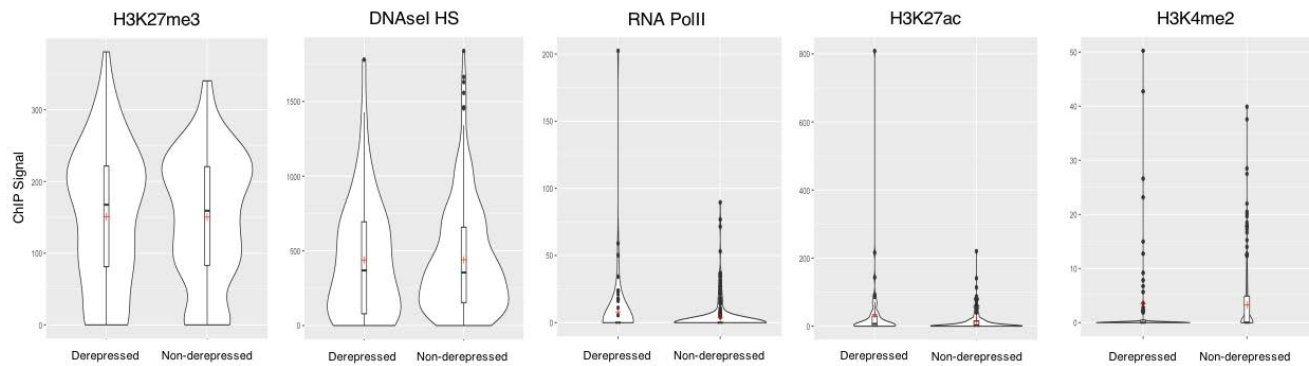

b

	Average		Number of Outliers		Proportion outliers	
	Non-derepressed	Derepressed	Non-derepressed	Derepressed	Non-derepressed	Derepressed
H3K27me3	150.3	151.0	0	0	n/a	n/a
DNaseI HS	438.4	441.0	6	1	2.7%	1.7%
RNA PolII	6.6	10.2	37	12	16.9%	20%
H3K27ac	14.1	34.9	23	5	10.5%	8.3%
H3K4me2	3.3	3.5	21	13	9.6%	21.7%

c

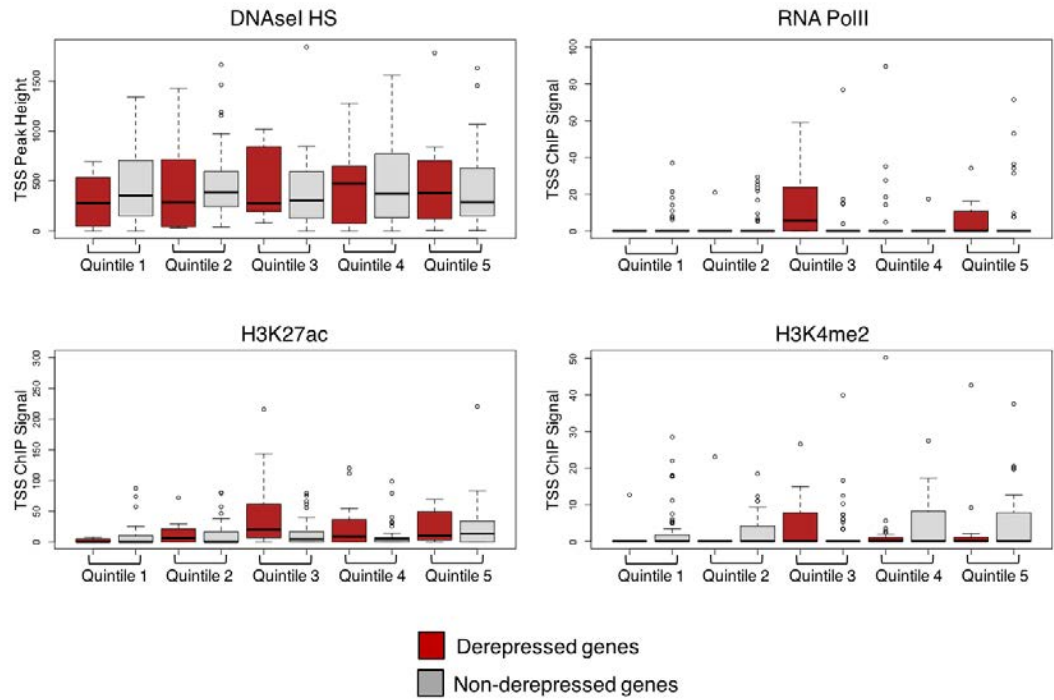

Figure S8 Chromatin profiles in WT TSCs of paternal X-linked genes that are derepressed vs. non-derepressed in *Eed*^{-/-} TSCs. **a** Distribution of inactive-X profiles of DNaseI hypersensitivity (DNaseI HS), RNA PolII occupancy, H3K27ac, and H3K4me2, at the TSSs of all derepressed and non-derepressed genes with SNPs near the TSS (see Fig. 5; [39]). Horizontal black lines within central boxplots indicate the median of the distribution; red '+' signs mark the mean. **b** Summaries of average and distribution information for H3K27me3, DNaseI HS, PolII occupancy, H2K27ac, and H3K4me2 at the TSSs of derepressed and non-derepressed genes. **c** Boxplots of DNaseI HS, RNA PolII occupancy, H3K27ac, and H3K4me2 at the TSS for derepressed and non-derepressed genes in quintiles 1-5. Black lines indicate the median of the distribution.

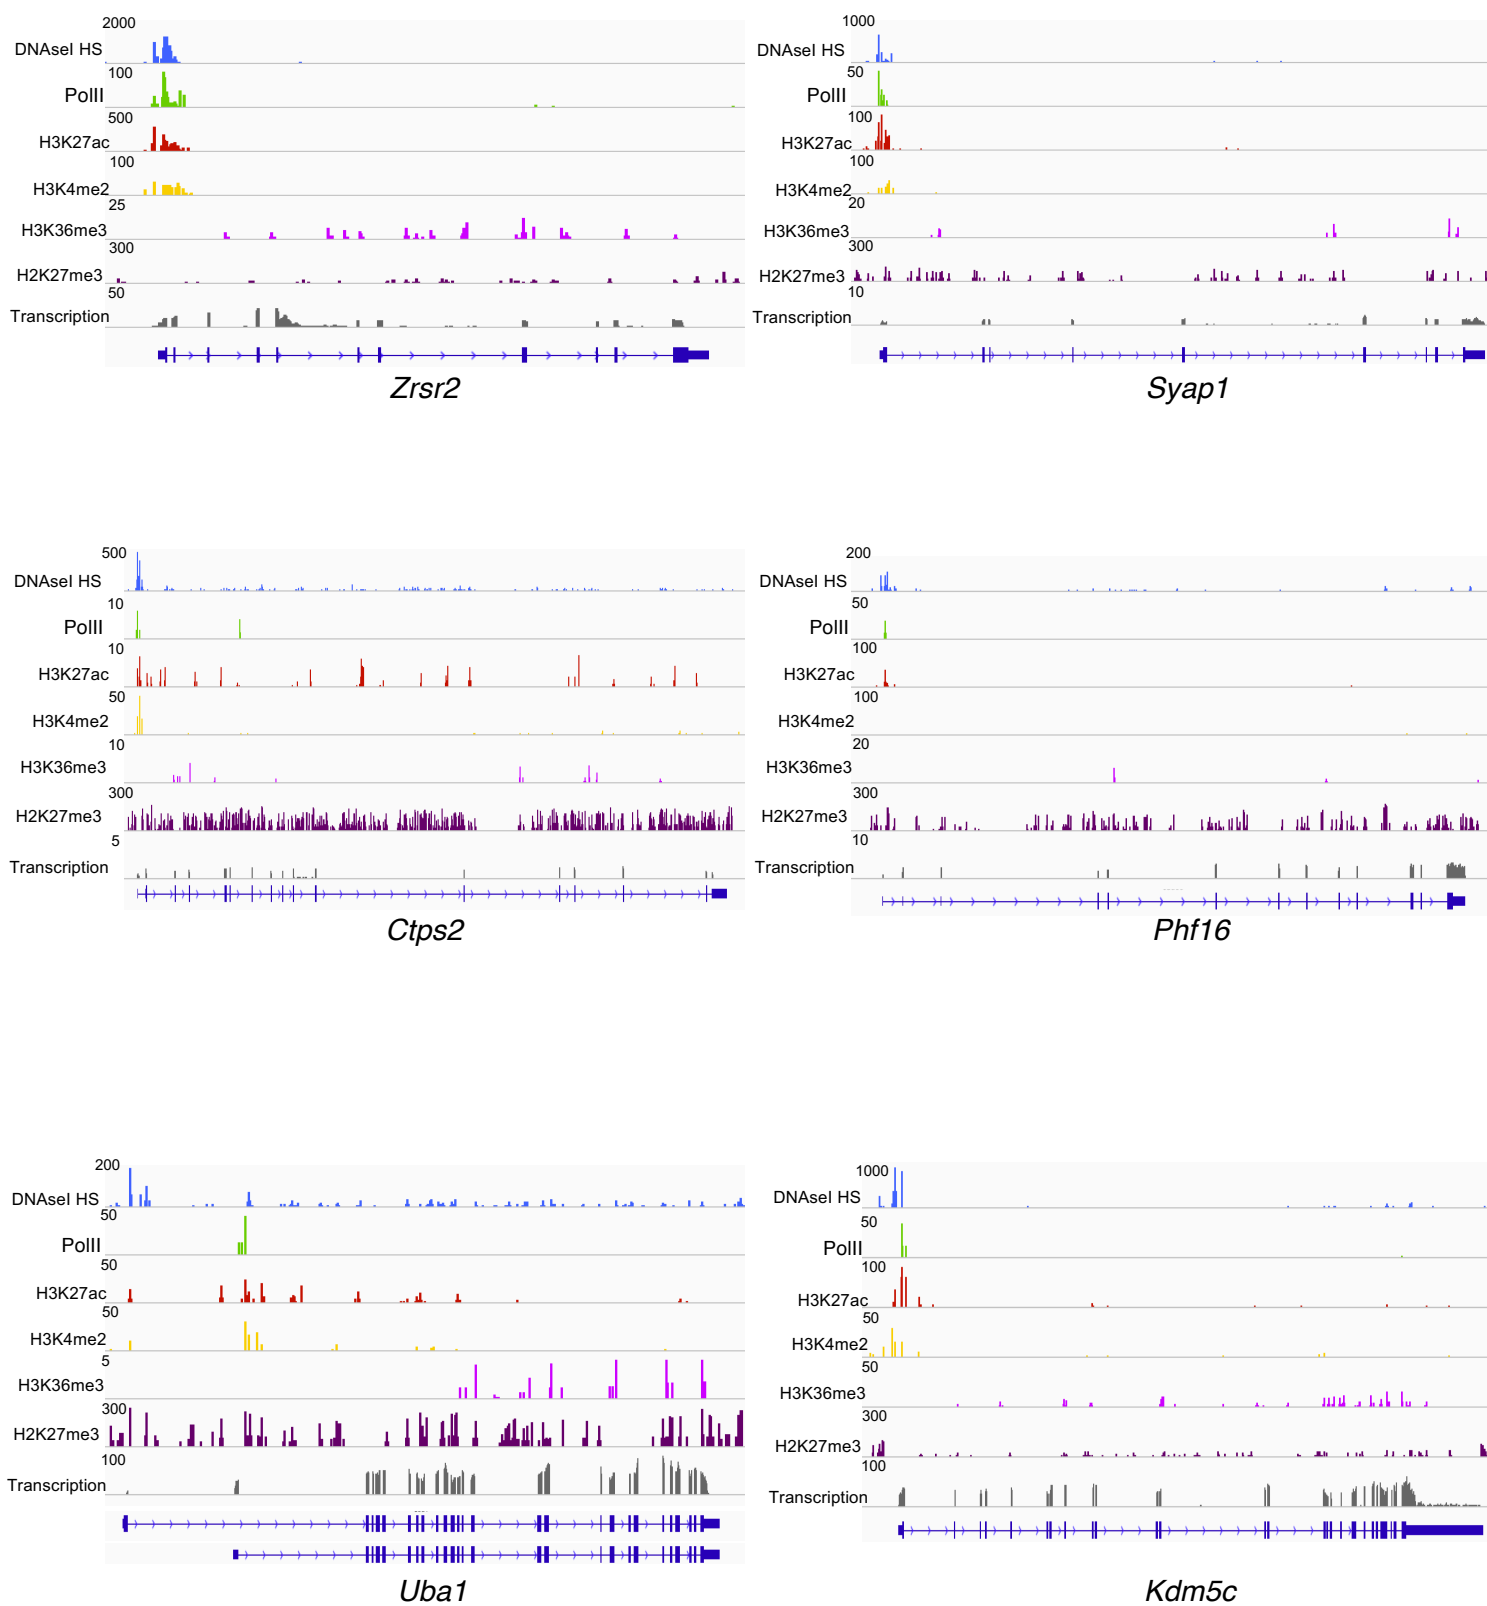

Figure S9 Example of inactive-X Chromatin Profiles for Selected Derepressed Genes.

Genome browser screenshots of DNaseI HS, PolII, H3K27ac, H3K4me2, H3K36me3, and H3K27me3 occupancies together with transcription from the inactive-X alleles of five genes in WT TSCs that are derepressed in *Eed*^{-/-} TSCs and of one gene that escapes X-inactivation in WT TSCs (*Kdm5c*). Allele-specific ChIP peaks were calculated based on presence of SNP-containing reads within restricted (150 bp) sliding windows of ChIP signals. In many cases, SNPs within ChIP peaks are sparse and are not always located within 150 bp of peak ChIP signal. As a result, allele-specific chromatin profiling tracks are frequently limited and choppy in coverage. The X-inactivation escapee *Kdm5c*, which is not depressed in *Eed*^{-/-} TSCs, is included for comparison.

# Supplementary material for: PRC2 represses transcribed genes on the imprinted inactive X chromosome in mice
**Source:** Genome Biol. 2017 May 3;18:82. doi: 10.1186/s13059-017-1211-5
**Supplement:** Supplementary file 2 — Table S1. Allele-specific read counts for genes assayed by RNA FISH.

Supplementary Table S1: Allele-Specific Read Counts for Genes Assayed by RNA FISH					
Gene ID	TSC Line	Total 129 reads	Total JF1 reads	% Paternal-Xexpression<br>(total reads)	% Paternal-Xexpression<br>(Averaged across<br>individual SNPs)
<i>Atrx</i>	<i>Eed</i> ^{+/+} 1	5228	3	0.1%	0.1%
	<i>Eed</i> ^{+/+} 2	6338	2	0.0%	0.0%
	<i>Eed</i> ^{+/+} 3	6005	466	7.2%	7.2%
	<i>Eed</i> ^{fl/fl}	5370	385	6.7%	7.0%
	<i>Eed</i> ^{-/-} 1	2710	187	6.5%	6.6%
	<i>Eed</i> ^{-/-} 2	766	53	6.5%	6.8%
	<i>Eed</i> ^{-/-} 3	1147	84	6.8%	7.3%
<i>Rnf12</i>	<i>Eed</i> ^{+/+} 1	8169	20	0.2%	0.2%
	<i>Eed</i> ^{+/+} 2	12193	30	0.2%	0.3%
	<i>Eed</i> ^{+/+} 3	11478	653	5.4%	5.4%
	<i>Eed</i> ^{fl/fl}	6640	49	0.7%	0.7%
	<i>Eed</i> ^{-/-} 1	6528	187	2.8%	2.8%
	<i>Eed</i> ^{-/-} 2	5540	182	3.2%	3.2%
	<i>Eed</i> ^{-/-} 3	3965	188	4.5%	4.6%
<i>Pdha1</i>	<i>Eed</i> ^{+/+} 1	3369	5	0.1%	0.2%
	<i>Eed</i> ^{+/+} 2	2725	4	0.1%	0.1%
	<i>Eed</i> ^{+/+} 3	2492	317	11.3%	11.5%
	<i>Eed</i> ^{fl/fl}	1542	31	2.0%	2.1%
	<i>Eed</i> ^{-/-} 1	2852	10	0.3%	0.3%
	<i>Eed</i> ^{-/-} 2	1988	8	0.4%	0.3%
	<i>Eed</i> ^{-/-} 3	1574	16	1.0%	1.0%
<i>Pgk1</i>	<i>Eed</i> ^{+/+} 1	2794	9	0.3%	0.3%
	<i>Eed</i> ^{+/+} 2	6816	13	0.2%	0.1%
	<i>Eed</i> ^{+/+} 3	2380	274	10.3%	10.7%
	<i>Eed</i> ^{fl/fl}	3018	91	2.9%	2.8%
	<i>Eed</i> ^{-/-} 1	1007	1107	52.4%	49.7%
	<i>Eed</i> ^{-/-} 2	1053	1297	55.2%	54.8%
	<i>Eed</i> ^{-/-} 3	2403	2640	52.3%	51.8%

# Supplementary material for: PRC2 represses transcribed genes on the imprinted inactive X chromosome in mice
**Source:** Genome Biol. 2017 May 3;18:82. doi: 10.1186/s13059-017-1211-5
**Supplement:** Supplementary file 6 — Table S5. SNP locations and primer sequences for RT-PCR, Genomic PCR, and qRT-PCR amplicons.

**Supplementary Table S5: SNP Locations and Primer Sequences for RT-PCR, Genomic PCR, and qRT-PCR Amplicons.**

| Gene Name     | SNP Location   | 129 Allele | JF1 Allele | RT-PCR Primer (Forward) | RT-PCR Primer (Reverse) | Genomic PCR Primer (Forward) | Genomic PCR Primer (Reverse) |
|---------------|----------------|------------|------------|-------------------------|-------------------------|------------------------------|------------------------------|
| Hdac6         | chrX:7524355   | A          | C          | GGCGGACTAGAAAGAGCCT     | CCCTTGAAGCCCCACAACATA   | CCGGTCTGGCGGACTAGAA          | GAAGGGGTGACTGGGGATTG         |
| Wdr13         | chrX:7706230   | A          | G          | AGTGGACGCGAGTTTCGG      | CCCACCACAGTGAGGTGTGT    | TGTTGACTGGCTGGAAGGTG         | TCCCACAAATGGCTCCTTGG         |
| Med12         | chrX:98488083  | A          | G          | AGGTTCACCAACTGTTGCCA    | GCTGCTGCCGGTATACAGAT    | CCATCAACAGCACCAGTGC          | CTTTTTGCGCTCCTCAGTGC         |
| Pgk1          | chrX:103393283 | C          | T          | GAAGGGAAGGGAAAAGATGC    | TGTGCCAATCTCCATGTTGT    | CCATGGTGGGTGTGAATCTGC        | TAAACTGTCCTCAGTTACCCCAT      |
| Wbp5          | chrX:132780961 | T          | C          | TTTGTACCGCACCAGGCTAA    | GCTTCGGTTAGCCTTCCAAC    | TCATTGCATTCCCGTATTCTGC       | GGATGGCTTCGGTTAGCCTT         |
| Rnf128        | chrX:136199996 | G          | A          | TGTGGACCCGTGGCTTTTAG    | TAAGCACCTGGAGACAAACCC   | TGGTAAAGCCAATTCCTACCCC       | GCATAGCCAGATGTGTGGTC         |
| C330007P06Rik | chrX:34403690  | G          | A          | GGAGCTATGCCGAAAGTCGT    | GCTTCCAATTGAGCCAACTCC   | CCGCAACCCAACAGTGAACATA       | TGGTAATTCTCCTTCCAGGAGTG      |
| Atp11c        | chrX:57496031  | G          | A          | TGAAAGGCAGCCCCATAACA    | AAGATTCGGATTCTGGCACT    | TGCCATGCCCATGGAAAAATG        | GCCCACTTTTCTTGTTTCCTTAC      |
| Fam3a         | chrX:71638049  | A          | G          | TCCCTACACCCAGACAACA     | TCATTGACATCTCCAGCCAC    | ACAAACCAGTGACCACCCAG         | CTCACGAGGAAGTGCCTG           |
| Rlim          | chrX:101159081 | C          | T          | GAGCCCCGATGAAAATAGAGC   | GGTCGGCACTTCTGTTACTGC   | GCTCTGGTTCTCCGATGCTC         | TGAACCATCCACTAGGCGTC         |
| Atrx          | chrX:103042079 | G          | A          | GGGATTGCTGCTGTGAGTCT    | CCACCATCTTCTTGCCATCT    | CTGAATCTCCCTCCACAGCC         | GGGATTGCTGCTGTGAGTCT         |
| Pdha1         | chrX:156562514 | G          | A          | GGGACGTCTGTTGAGAGAGC    | GCACTTCAAAGGGAGGATCA    | TAGCCCTGTGAGCCTTCAGA         | GCTACCGCACTCGAGAAGAA         |

| Gene Name   | qRT-PCR Primer (Forward) | qRT-PCR Primer (Reverse) |
|-------------|--------------------------|--------------------------|
| <b>Xist</b> | CAAGAAGAAGGATTGCCTGGATTT | GCGAGGACTTGAAGAGAAGTTCTG |
| <b>Tsix</b> | CCTGCAAGCGCTACACACTT     | GGAGAGCGCATGCTTGCAAT     |
| <b>TBP</b>  | TTCAGAGGATGCTCTAGGAAGA   | CTGTGGAGTAAGTCCTGTGCC    |

How the deposited data were processed for this re-analysis (not part of the article)

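X-linked transcripts were measured by RNA-seq in 7 female mouse TSC lines with 1 library each, 4 WT (Eed+/+ 1, 2 and 3, and Eedfl/fl) and 3 Eed-/-. According to the methods and the submitters' processing notes, the authors purified poly(A) RNA, made strand-specific libraries, demultiplexed with CASAVA 1.8.2 and bcl2fastq 1.8.4, and mapped with STAR 2.3.0e, without mismatches, to in silico 129/S1 and JF1/Ms genomes on mm9. They excluded reads mapped to several places and used bedtools to list the X-linked reads that overlap a SNP. The deposited counts are raw read counts made by the authors in this way, with no normalization, and reads of a gene, SNP and allele were counted here from the deposited lists. The deposited read start positions are mm9 positions in bp and served only to place reads. Whole-gene counts made with HTSeq and tested with DESeq2 in the paper are not in the deposited lists, so levels here come from reads at SNPs.

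The lists held 216528 reads in Eedfl/fl and 364570 to 700174 in the other lines, which overlap 6764 SNP sites, 4329 of them inside a gene of Table S2, and 2266 of all sites had 10 reads in all 7 lines. At 10 reads a count of 0 still allows a share of 30%, and a share over the sites of a gene is as precise as its counts, so limits and 95% Wilson intervals are given where a single line is described. They cover counting error only, since PCR copies cannot be removed. Gene locations were those of Table S2. Of its 396 names, 382 are in GENCODE vM1, and for 76 the printed location does not overlap the gene of that name while that of the neighbouring line of the table does, so the locations of 77 genes were moved by 1 line.

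Percent paternal-X expression was the mean over a gene's SNP sites with at least 10 reads of the JF1/Ms share. A gene escaped if it was at 10% or more in every WT line, and was raised if it lay at least 10 points above the WT mean in every Eed-/- line. It was derepressed if it was raised, passed the allelic shift test towards the paternal allele and had a paternal log2 fold change above 0. The allelic shift test was edgeR's quasi-likelihood test with 7 line coefficients, an allele coefficient and its interaction with Eed-/-. The paternal and maternal level tests were edgeR's quasi-likelihood test on the JF1/Ms or 129/S1 counts, scaled by the line's allelic total and TMM factors. Adjusted p is Benjamini-Hochberg over all 331 genes, with a threshold of 0.1. Position was tested with Fisher's exact test on a window from 6 to 8 Mb, quintiles with its exact 2 by 5 form, and correlations and Mann-Whitney statistics with 100000 permutations.

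Work was done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The tests were tested on simulated data of 331 genes with the same numbers of lines. In the simulation the changed genes outnumbered the unchanged ones, all upward for the allelic and paternal tests, and lines were drawn independently. The shares called may therefore not hold for the data, where 77 of 331 genes passed the allelic test. The allelic test called 17 of 100 genes with a true log2 ratio of 3, 50 of 100 with 5 and 2 of 131 unchanged genes. The paternal level test called 19 of 100, 73 of 100 and 5 of 131, and the maternal level test 34 of 50 genes at -1, 25 of 50 at 1 and 5 of 131 unchanged genes. The exact 2 by 5 test had a p under 0.05 in 10 of 200 tables without a relation.

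Lines of the same number were checked for pairing. Deviations of 129/S1 levels correlated at 0.361, 0.362 and 0.161 between Eed+/+ and Eed-/- lines 1, 2 and 3, and deviations of the paternal share at -0.0228, 0.0106 and 0.0410, so a fit with the line number as a block, without Eedfl/fl, was run beside the unblocked one. All Eed-/- lines descend from Eedfl/fl, and no pairing is described by the authors. No 2 lines share a library, the closest being Eedfl/fl and Eed-/- 2 (chi-square per degree of freedom over gene counts 41.4).

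Genes named in the text were chosen by a rule written before the data were examined. It names every X-linked gene the paper names, the 10 derepressed genes with the largest rise, the 5 genes with the largest fall past the allelic shift test, genes the paper's steps split off, and 2 to 4 members with the largest absolute shift of each gene list. The lists are the RNA FISH genes, the derepressed and the silent RT-PCR genes, escapees known from other tissues, the X-inactivation centre, chromatin regulators, ribosomal proteins, mitochondria and energy metabolism, RNA splicing and processing, placental and homeobox genes, and fibroblast markers. Values of Tables S1 to S4 were seen when the rule was written, and any other gene is marked as chosen later.

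Alternatives were 5 or 20 reads at a site, leaving out SNPs with over 90% JF1/Ms reads in every WT line or inside 2 genes, leaving out each line, summed reads or the median in place of the mean over SNPs, a rise of 5 or 20 points, Eedfl/fl alone as WT, limma, DESeq2 or the paper's own test, an adjusted p under 0.05, the block, library size alone or X-linked 129/S1 reads as size, a wider gene set, JF1/Ms reads per gene, ranking by each WT line or without escapees, and moving labels in a circle. Where Eedfl/fl is the only WT line, its spread is assumed to be like that of the other lines. Autosomal genes, Eed included, and ChIP and imaging data were left out, since the deposited lists hold X-linked RNA-seq reads only.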

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

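All tests of an explanation in this part were chosen only after the result was seen.

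Eed+/+ 1 stood apart from the other 3 WT lines in how much X-linked genes were expressed from the paternal X. Its median gene was at 6.51% and 86 genes were at 10% or more, each farther from the other WT lines than Dixon's limit for 4 samples allows. Among 59 named genes it stood apart at 11, the ubiquitin ligase gene Rnf12, Hdac6, Atp11c, Tbc1d25, Phf16, the corepressor gene Bcor, Zmym3, the respiratory gene Ndufb11, Htatsf1, Fhl1 and Itm2a. Eedfl/fl stood apart at 1, Xist, with 97.9% paternal expression. For independent groups of normally distributed values chance marks about 1 in 20, which is 2.95 of 59 genes, against 12 found. Genes of a line are not independent, however. A gene at 0% in the other WT lines, such as Atp11c or Tbc1d25, is marked at any share above 0%. The comparison of 12 with 2.95 is therefore not a test.

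The paternal share in Eed+/+ 1 was weighed against 3 explanations. Cells or reads of a line whose 129/S1 X is inactive would bring 129/S1 Xist reads at about the same share, and the 129/S1 share of Xist in Eed+/+ 1 was 0.397% (95% Wilson interval 0.363 to 0.433), which argues against them. Wrong assignment of reads at the SNP sites would appear in the lines of the same lanes, where the median gene of Eed+/+ 2 was at 0.232%, which argues against it as well. Some cells without Xist that express the JF1/Ms X may be present, and this stays open, since the JF1/Ms shares of 126 genes under 1% in Eed-/- lines (median 5.99% in Eed+/+ 1, with 111 genes at 1% or more) scatter around a single share with a chi-square per degree of freedom of 56.0, which excludes neither such cells nor gene-specific expression. No biological explanation given by the design was tested, as all 3 Eed+/+ lines have the same genotype and cross.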

How the results depend on the processing

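The tests and settings chosen only after the data were seen are the Table S2 locations as printed, each read counted once per gene, exonic SNPs, reads with long SNP lists or SNPs above 90% JF1/Ms in Eedfl/fl alone left out, limma or no allelic test in the definition of derepressed genes, limma with each line left out, genes from 6 to 8 Mb left out, the 6 lines of the block without it, Xist with each line left out or on its own strand, the paternal level of raised genes past another share test, and 5 or 20 reads and the SNP choices for the level tests, and 20 reads and SNPs inside 2 genes for position, quintiles, correlation and WT level.

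Over all results that answer a comparison, 189 settings left the result on its side of the threshold or its count within 1.5 times, 36 moved a count by more and 11 left a test short of its threshold. Among the named genes, 874 of 1152 settings left the call, 247 ended it, 27 made one and 4 reversed the direction. The 4 arise under the locations as printed, by construction, since SNPs of a neighbour are then counted: the gene Pcsk1n at -5.44, the gene Timm17b at -5.73, the gene Ddx3x at 3.37 and the gene Rpl36a at 5.28.

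Genes at 10% or more in every WT line numbered 11 with the median of SNP shares, and 17 to 32 with a line left out (32 without Eedfl/fl). In Eed-/- lines there were 112 to 139, and raised genes numbered 75 to 104. Derepressed genes numbered 0 to 64, with 3 without Eed+/+ 2, 0 without Eed+/+ 3, Eed-/- 1, Eed-/- 2 or Eed-/- 3 in edgeR, and 64 without Eed+/+ 1. By limma they numbered 67 to 95 when a line was left out.

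The allelic shift test in edgeR passed 12 genes at an adjusted p under 0.05 (11 up, 1 down), 133 with DESeq2 (109 up, 24 down), and 0 with the line number as a block (101 unadjusted), where the same 6 lines gave 68 without it. With a line left out it passed 0 to 96, with 4 without Eed+/+ 2, 0 without Eed+/+ 3 (86 unadjusted), 0 without Eed-/- 1 (70), 1 without Eed-/- 2, 0 without Eed-/- 3 (101) and 96 without Eed+/+ 1, while limma on the shares passed 76 to 113. Fewer lines leave fewer degrees of freedom for a spread that is estimated over them, and the cause of the larger effect of some lines was not tested.

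The paternal level test passed 19 genes at an adjusted p under 0.05 (17 up, 2 down), 0 in edgeR against Eedfl/fl alone (69 unadjusted), 139 with DESeq2 (61 up, 78 down), and 36 in the 6 lines of the block without it (28 up, 8 down). With a line left out it passed 2 to 104, with 40 without Eedfl/fl, 2 without Eed-/- 1, 35 without Eed-/- 2 and 25 without Eed-/- 3. The maternal level test passed 2 genes at an adjusted p under 0.05, 0 in edgeR against Eedfl/fl alone (15 unadjusted), 64 with the block (19 up, 45 down), 70 with DESeq2 (35 up, 35 down), 12 by library size alone (10 up, 2 down), 14 with X-linked 129/S1 reads as size (13 up, 1 down) and 20 at 20 reads (11 up, 9 down). With a line left out it passed 0 to 68, with 3 without Eed+/+ 1, 0 without Eed+/+ 2 (54 unadjusted), 4 without Eed+/+ 3, 0 without Eed-/- 1 (46), 68 without Eed-/- 2 and 0 without Eed-/- 3 (53). The cause was not tested.

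The odds ratio from 6 to 8 Mb was 5.38 to 42.1 without Eed+/+ 1, Eed+/+ 2 or Eedfl/fl, and missed its threshold without Eed+/+ 2 (5.38, Fisher's exact p = 0.240), where 3 derepressed genes are left. The quintile test missed it at 5 reads (p = 0.0569), ranked by Eed+/+ 2 (p = 0.0702) or Eed+/+ 3 (p = 0.0555) alone, and without Eedfl/fl, with exact p values from 1.28e-07 to 0.229 when a line was left out. The WT paternal level of derepressed genes had a probability of 0.569 with each read counted once (permutation p = 0.103), and 0.545 without Eedfl/fl to 0.666 without Eed+/+ 1. Within quintile 4 it was 0.622 with each read counted once (permutation p = 0.0982), 0.607 with limma and 0.607 with no allelic test (permutation p = 0.144 and 0.145), and 0.625 without Eed+/+ 1 to 0.820 without Eedfl/fl. With a line left out, the correlation was 0.313 to 0.561 and the fold of Xist 177 to 316. The cause was not tested. Leaving out Eed+/+ 3 or any Eed-/- line leaves 0 derepressed genes in edgeR, so these gave no odds ratio and no value for quintiles, correlation and level, and leaving out Eed+/+ 2 leaves 3 and gave an odds ratio only. Depth limits silent genes most, since a count of 0 among few reads bounds a share loosely.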

Differences from the paper's values

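No test in this part was chosen after the result was seen, except each read counted once, limma and no allelic test for the correlation, and the share tests beside edgeR's for raised genes without a higher level. Of 95 values compared, 11 differ. A value that is not listed need not equal the paper's. The 17 WT escapees and the 56 derepressed genes, for example, are fewer than in the paper.

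The paper reports 9 raised genes past its test of shares without a higher paternal level, against 0 here, and none of 21 alternatives set before the data were examined gives the paper's value. Levels by DESeq2 with its own size factors give 2 among the 56 raised genes past edgeR's allelic test. With the same levels, and chosen after seeing the values, there are 8 among the 70 past limma, 11 among the 73 past the paper's own test and 13 among all 76, which no longer differ from 9. Levels scaled by TMM, library size or X-linked 129/S1 reads give 0 with each of these share tests. The level in the paper is whole-gene counts multiplied by the paternal share, and here it is reads at SNPs.

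For genes that reach the coverage in WT lines only, the paper gives 26 and the value here is 15. Without Eedfl/fl the values no longer differ, and under the other 15 of 16 alternatives they do. For genes covered only in Eed-/- lines and at 10% or more, the paper gives 9 and the value here is 15, and they no longer differ at 5 reads, at 20 reads or without Eedfl/fl, but do under the other 13 of 16. The paper gives a correlation of 0.43 and does not name the genes it covers, so the gene sets may be unlike. Over the derepressed genes the correlation here was 0.576, and it differs from 0.43 under all 4 alternatives set before the data were examined. With each read counted once it is 0.445, with limma 0.356 and with no allelic test 0.368, all chosen after seeing the values.

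For C330007P06Rik in WT lines the paper gives 0.488% and the value here is 1.51%, which no longer differs with summed reads, with the median of SNP shares or without Eed+/+ 2, and does under the other 10 of 13 alternatives. For 2900056M20Rik in WT lines the paper gives 10.3% and the value here is 3.26%, which no longer differs at 5 reads and does under the other 12 of 13.

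The log2 fold change of the paternal level differs for 5 genes. For 2900056M20Rik the paper gives 1.16 and the value here is 3.82, which no longer differs with DESeq2 or against Eedfl/fl alone, of 13 alternatives. For Rnf128 the paper gives 2.93 and the value here is 4.05, which no longer differs with DESeq2 or without Eed+/+ 2, Eed+/+ 3, Eedfl/fl, Eed-/- 1 or Eed-/- 3, and does under the other 7. For the tubulin deacetylase gene Hdac6 the paper gives 2.39 and the value here is 4.01, which no longer differs with DESeq2 and does under the other 12. For Gpkow the paper gives 2.22 and the value here is 3.00, which no longer differs with the wider gene set, the block, or any line left out except Eed-/- 2, and does under the other 5. For Wbp5 the paper gives 3.09 and the value here is 4.28, which no longer differs with DESeq2, the wider gene set, Eedfl/fl alone, or without Eed+/+ 2, Eed+/+ 3 or any Eed-/- line, and does under the other 5.

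The paper lists Gpkow and Tbc1d25 among the 10 highest derepressed genes, and here 8 of those 10 are among the 10 largest rises, with Tcfe3 and Ctps2 in their place. The paper states that both escapees found in WT lines alone lack coverage in Eed-/- lines. Here Xist lacks a covered site in Eed-/- 2 only, with 6 in Eed-/- 1 and 9 in Eed-/- 3, while Armcx1 is covered in all 3 Eed-/- lines and is at 0% at its covered sites in Eed-/- 3. The columns of Table S2 that carry line numbers match the deposited labels in another order, as given with the description of the data.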

Other observations

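All tests of an explanation in this part were chosen only after the result was seen.

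Some genes fell in paternal share in Eed-/- lines, which the text of the paper does not describe, though Table S2 lists the shares of each line. Of the 10 that passed the allelic shift test in this direction, the 5 largest falls were Gspt2, a translation termination factor gene, from 42.1% ± 34.0 (SD, n = 4) to 0.951% ± 1.65 (SD, n = 3), Zfp185, from 28.8% ± 18.4 to 0.403% ± 0.642, Huwe1, from 12.3% ± 7.86 to 0.832% ± 0.261, Map3k15, from 11.8% ± 6.42 to 0.373% ± 0.289, and Xlr5a, from 9.98% ± 9.39 to 0.292% ± 0.256. The others were Bcor, Chm, Ddx3x, Nkap and Rpl36a. Map3k15 cannot be read apart from its neighbour Pdha1. It is covered in all lines only at 4 SNPs inside both genes, where 96.4% of the counts lie on the strand of Pdha1. At 1 of these SNPs, position 156560996, lie 132 of its 145 JF1/Ms counts in Eed+/+ 2 and 137 of 140 in Eed+/+ 3. Its fall from these 2 lines therefore rests largely on that SNP.

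Loss of Eed may lower these genes, and this stays open. For 7 of them, Ddx3x, Nkap, Zfp185, Xlr5a, Gspt2, Huwe1 and Map3k15, the Eedfl/fl line, which has Eed, lay below every Eed+/+ line. If it were like those lines, 2.5 of 10 are expected (binomial test, one-sided, p = 0.00351), but this rests on 1 library. The test is across genes, which are not independent replicates, and it counts Map3k15, which cannot be read apart from Pdha1. The 7 had negative log2 ratios against Eedfl/fl alone as well, from -4.46 for Xlr5a to -0.83 for Huwe1. With 1 WT library, that fit cannot decide. The shares of Gspt2 show no fall from Eedfl/fl, at 0% there and 0%, 2.85% and 0% in Eed-/- 1, 2 and 3. Its log2 ratio of -1.04 (standard error 2.56) rests on 1 JF1/Ms count in Eedfl/fl. The other 3 lowered genes, Bcor, Chm and Rpl36a, had log2 ratios of -8.16, -4.84 and -6.02 against Eedfl/fl alone. Descent of the Eed-/- lines from Eedfl/fl and the sequencing run they share cannot be told apart, because they follow the same lines. The median of Eedfl/fl minus Eed-/- over the 10 genes was 1.18 points and that of Eed+/+ minus Eed-/- was 9.33 points, with Eedfl/fl nearer Eed-/- at 8 of 10.

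The frequency of derepressed genes in quintile 4, Pgk1, Trap1a and Rnf128 among them, rests on Eedfl/fl, without which the quintile p was 0.229, so the common origin or lane of Eedfl/fl and the Eed-/- lines cannot be told apart from a relation that holds in WT cells. The cluster from 6 to 8 Mb is argued against as its cause, since the quintile p without those genes was 0.00422. Eed-/- cells or reads mixed into Eedfl/fl may add paternal reads at derepressed genes, whose median was 4.59% in Eedfl/fl and 6.15%, 0.524% and 0.592% in Eed+/+ 1, 2 and 3. A common fraction of 6.00%, taken from the mean Eed-/- level, was applied to the lowest Eed-/- line at each gene. This left 6 of 56 genes below the prediction (Tbc1d25, Phf16, 3830417A13Rik, Ids, Zmym3 and Ctps2), against 1.40 expected by counting error (binomial test, p = 0.00272). That is short of the bound of 0.001 set for excluding a mixture. The lowest line makes the prediction low, and with the mean level more genes could fall below it, so the count does not decide.

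All 35 splits of the 7 lines into 4 and 3 were compared. For the allelic shift test the real split gave 77 genes and the highest other split 54, and for the paternal level test 84 and 50. For raised genes they gave 76 and 9, and for derepressed genes 56 and 0. Each time 1 split of 35 was as large, the real one, which is the smallest share that 35 splits allow. The Eed-/- lines are subclones of Eedfl/fl and share its lane, so the lines are not interchangeable and chance is not excluded. The highest other split of the first 2 results sets Eed+/+ 2, Eed+/+ 3 and Eedfl/fl apart. For the maternal level test chance cannot be excluded either, since 2 splits gave 31 genes. They are the real one and the split of the Eed+/+ lines from the rest, which is the split by flow cell. Among the 8 splits that part the 3 numbered pairs, the highest other counts were 0, 0, 9, 0 and, for the maternal test, 31.

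The Eed-/- lines differed from each other by 20 points or more at 59 of 331 genes. At 23 of them Eed-/- 1 and 2 were above Eed-/- 3, 21 of these not derepressed, such as Slc9a6, an endosomal exchanger gene (48.7%, 44.0% and 0.522%), Fam199x (64.5%, 54.4% and 3.99%) and Morc4 (59.3%, 55.0% and 2.37%). At 8, Eed-/- 1 was above 2 and 3. At 11, Eed-/- 3 was above 1 and 2, and 7 of these, Dlg3, Magt1, Cox7b, Atp7a, Itm2a, Brwd3 and Sh3bgrl, lie between 97963062 and 106357806, among 31 covered genes. Brwd3, a chromatin reader gene, was at 0.0986%, 0.452% and 44.0%, and Cox7b, a respiratory gene, at 2.23%, 1.96% and 48.6%. These genes were chosen after their values were seen.

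Expression of Tsix, the antisense transcript that restrains Xist, from the paternal X could not be measured. The 61, 72 and 61 JF1/Ms reads on its strand in Eed+/+ 1, 2 and 3 are 0.0763%, 0.104% and 0.104% of the JF1/Ms reads at Xist, and reads on the wrong strand made up 0.0380%, 0.213% and 0.0628% of the 129/S1 reads at Rnf12 in the same lines. In Eed-/- 1, 2 and 3, where Xist is scarce, the strand of Tsix held 10, 26 and 3 129/S1 reads and 0, 1 and 0 JF1/Ms reads. Outside Table S2, 3 annotated genes were covered in all lines, and 1 was raised.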
